# Differential Effects of a Glucagon-Like Peptide 1 Receptor Agonist in Non-Alcoholic Fatty Liver Disease and in Response to Hepatectomy

**DOI:** 10.1038/s41598-018-33949-z

**Published:** 2018-11-07

**Authors:** M. Pilar Valdecantos, Laura Ruiz, Virginia Pardo, Luis Castro-Sanchez, Carmelo García-Monzón, Borja Lanzón, Javier Rupérez, Coral Barbas, Jaqueline Naylor, James L. Trevaskis, Joseph Grimsby, Cristina M. Rondinone, Ángela M. Valverde

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is associated with post-operative liver failure (PLF) and impaired liver regeneration. We investigated the effects of a glucagon-like peptide-1 (GLP-1) receptor agonist on NAFLD, PLF and liver regeneration in mice fed chow diet or methionine/choline-deficient diet (MCD) or high fat diet (HFD). Fc-GLP-1 decreased transaminases, reduced intrahepatic triglycerides (TG) and improved MCD-induced liver dysfuction. Macrophage/Kupffer cell-related markers were also reduced although Fc-GLP-1 increased expression of genes related to natural killer (NK), cytotoxic T lymphocytes and hepatic stellate cell (HSC) activation. After partial hepatectomy (PH), survival rates increased in mice receiving Fc-GLP-1 on chow or MCD diet. However, the benefit of Fc-GLP-1 on NASH-like features was attenuated 2 weeks post-PH and liver mass restoration was not improved. At this time-period, markers of NK cells and cytotoxic T lymphocytes were further elevated in Fc-GLP-1 treated mice. Increased HSC related gene expression in livers was observed together with decreased retinyl ester content and increased retinal and retinoic acid, reflecting HSC activation. Similar effects were found in mice fed HFD receiving Fc-GLP-1. Our results shed light on the differential effects of a long-acting GLP-1R agonist in improving NAFLD and PLF, but not enhancing liver regeneration in mice.

## Introduction

Non-alcoholic fatty liver disease (NAFLD), the most common cause of chronic liver disease in Western countries, has emerged as an important public health problem^1^. In its initial stages NAFLD is characterized by accumulation of ectopic fat in the liver. However, 15–20% of NAFLD patients progress to the more severe form of liver injury known as non-alcoholic steatohepatitis (NASH)^2^. NASH is characterized by recruitment of immune cells into the liver, mitochondrial dysfunction, endoplasmic reticulum (ER) and oxidative stress and defective autophagy, resulting in hepatocyte ballooning, apoptosis, and activation of hepatic stellate cells (HSC)^3,4^. These cells differentiate into myofibroblasts that produce collagen I, promoting liver fibrosis which affects approximately one-third of patients with NAFLD^5^. Although NAFLD is commonly diagnosed in obese or overweight individuals, prevalence of lean NAFLD has been described in different ethnic populations; these patients representing another significant end of the phenotypic spectrum of NAFLD^6^. Globally, rates of NAFLD in non-obese patients average between 10–30% in both Western and Eastern countries and are at markedly higher cardiovascular risk^7^. The lack of systematic screening for NAFLD has led to it being massively underdiagnosed^8^. Despite its impact on the public health system, there are no FDA approved drugs available for NAFLD/NASH. Thus, effective treatment options for NAFLD and associated hepatic, metabolic and cardiovascular disturbances are urgently needed^9^.

Gut hormone-based therapies, particularly those targeting glucagon like peptide-1 receptor (GLP-1R) are currently being used in both preclinical models and clinical trials of several stages of NAFLD linked to type 2 diabetes mellitus (T2DM)^10^. For instance, the GLP-1R agonist exendin-4 decreased hepatic steatosis and inflammation in mice with obesity or atherosclerosis^11,12^. Likewise, exendin-4 protected human hepatocytes against lipotoxic cell death by reducing ER stress and promoting autophagy^13^. Other studies reported that exendin-4 or AC3174, an exendin-4 analog, alleviated NASH in mice in a GLP-1R dependent manner^14,15^. More recently, the synergistic therapeutic effect of combined GLP-1R and farnesoid-X receptor agonism on features of NASH in mice was reported^16^. Regarding clinical studies, in a phase II 48-week randomized controlled trial, the GLP-1R agonist liraglutide induced resolution of NASH in both diabetic and nondiabetic patients, as well as improved steatosis and ballooning^17^. However, it was not possible to establish whether these histological effects were solely determined by reductions in body weight. Thus, it is premature to consider GLP-1R agonists to specifically treat liver disease in patients with NAFLD or NASH^10^.

Partial hepatectomy is an alternative to liver transplantation that circumvents organ shortage and long waiting periods associated with disease progression^18,19^. NASH-related cirrhosis is currently the third most common indication for liver transplantation in USA^20^. As liver regeneration is impaired in NASH patients^21^, new therapeutic approaches are needed to ensure a controlled and efficient regenerative response of the liver in this chronic disease. Considering that GLP-1R agonists are FDA approved drugs to treat T2DM and also ameliorate NASH, in the present study we evaluated the efficacy of a GLP-1R agonist in two mouse models: one model with NASH-like features (methionine and choline-deficient (MCD) diet), and a second high-fat model of metabolic syndrome and hepatic dysfunction. Furthermore, we studied for the first time the potential effects of Fc-GLP-1 on PLF and hepatic regeneration after PH during this pathological condition. The MCD model aimed to unravel the effects of the GLP-1R agonist on NASH-like features and restoration of liver mass after PH independently of its effects in reducing obesity.

## Results

### Treatment with Fc-GLP-1 attenuates the development of NAFLD in mice

The effect of the GLP-1R agonist (hereafter referred as Fc-GLP-1) was first tested in mice fed a chow or MCD diet for 3 weeks (Supplementary Fig. 1A). Mice fed a MCD diet presented NASH-like features such as steatosis and inflammation^22,23^, assessed by the histopathological evaluation of the NAS score, intrahepatic TG accumulation, elevated ALT and increased *Fgf21* mRNA levels (Fig. 1a,b). Treatment with the GLP-1R agonist (M + Fc-GLP-1) prevented the accumulation of liver TG and normalized all of these parameters to values of the control group fed a chow diet (C).

**Figure 1:**
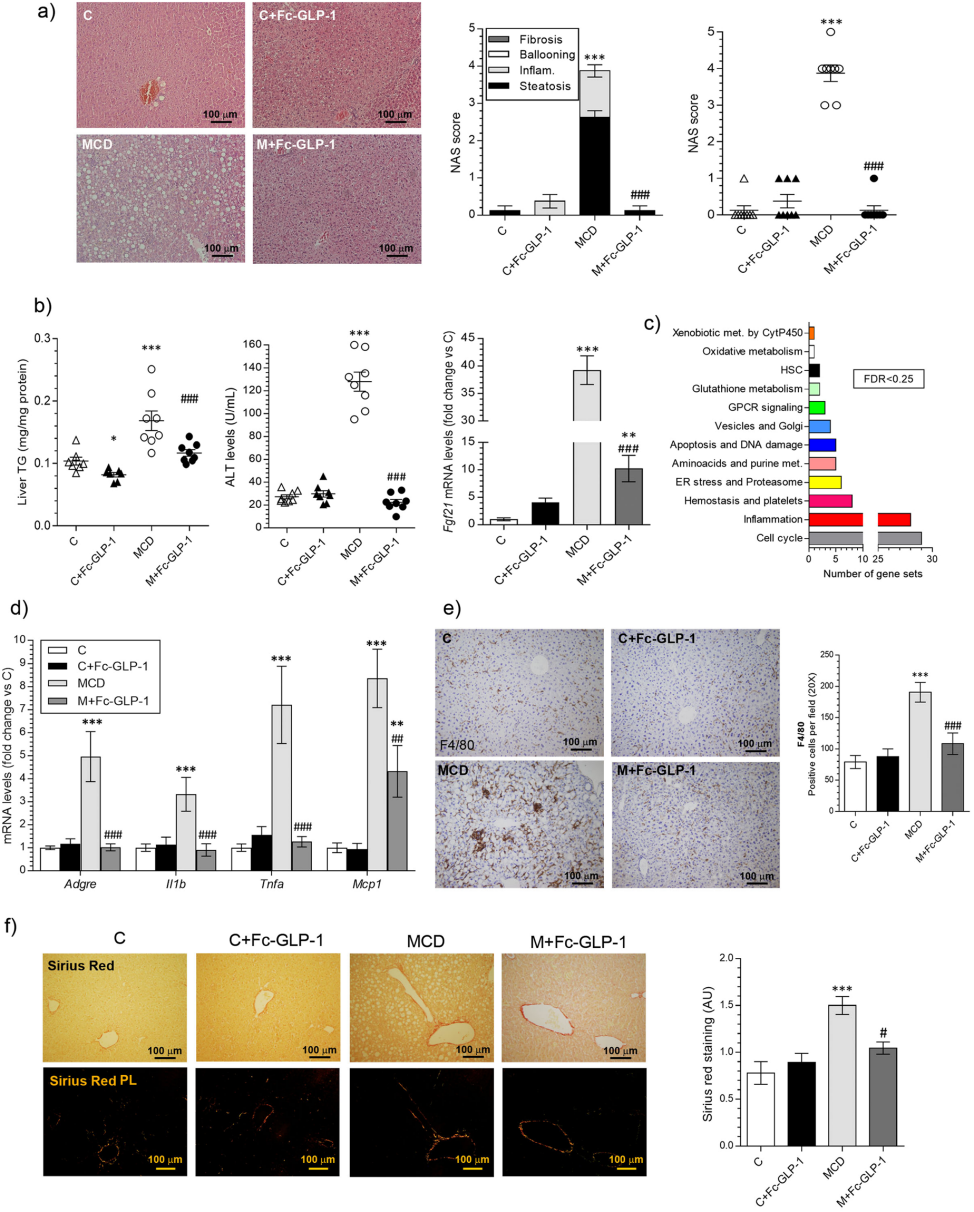
Treatment with a GLP-1R agonist alleviates NASH-like features in mice. (**a**) (Left panel) Representative H&E images from mice fed a standard chow diet (C) or MCD diet untreated or treated with Fc-GLP-1 (C+ Fc-GLP-1, M+Fc-GLP-1 respectively); (right panel) Histopathological evaluation of the NAS score (n = 8 mice/group). (**b**) Liver TG content, plasma ALT levels and hepatic *Fgf21* mRNA levels (**p = *0*.*0075*) (n = 8 mice/group). (**c**) Gene sets down-regulated in M + Fc- GLP-1 treated mice versus the MCD group (n = 4 mice/group). (**d**) Hepatic mRNA levels of proinflammatory cytokines in the different groups of mice (n = 6 mice/group). (**e**) Representative images of F4/80 immunohistochemistry in the different groups of mice and quantification of F4/80 positive cells (3 random fields per mice; n = 4 mice/group). (**f**) Representative images of Sirius Red staining in the different groups of mice and quantification of stained area (2 random fields per mice; n = 4 mice/group; ^#^*p* = *0*.*0482*). *p < *0*.*05*, **p < *0*.*01*, ***p < *0*.*001 vs C group*; ^##^*p* < *0*.*01*, ^###^*p* < *0*.*001 vs MCD group according to one-way ANOVA with post-hoc Bonferroni test*.

Microarray gene expression analysis revealed that multiple gene sets were altered in the liver by the MCD diet and drug treatment (Supplementary Tables 1 and 2). In particular, cell cycle, inflammation, hemostasis and platelets, ER stress and proteasome, amino acid and purine metabolism, DNA damage and apoptosis gene sets were down-regulated in livers from M+Fc-GLP-1 versus MCD mice, suggesting that multiple pathways dysregulated in NASH were modulated by Fc-GLP-1 treatment (Fig. 1c and Supplementary Table 2). Among them, we validated the mRNA levels of the prinflammatory markers *Tnfa*, *Il1b and Adgre1* (encoding F4/80) (Fig. 1d), the later was also analyzed by immunohistochemistry (Fig. 1e). 

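Liver RNA from 16 mice, 4 in each of the C, MCD, C+Fc-GLP-1 and M+Fc-GLP-1 groups, was taken at the time of PH and hybridized to 1-colour oligonucleotide arrays. The mice had been fed a chow or MCD diet for 3 weeks and, in the treated groups, had received Fc-GLP-1 for the last 2 weeks. The paper gives the treatment as Fc-GLP-1 at 10 nmol/kg, and part of the labels of the deposited arrays names Fc-GLP-1 too, whereas other parts of the labels describe a dual agonist of the GLP-1 and glucagon receptors at 4.4 mg/kg per day, a conflict that the array values do not settle. The groups are named here as in the paper. The number of arrays, 4 per group, limits the precision of every value. Before PH the median share of the 55681 probes with a signal well above background was 52.1% in C, 53.3% in MCD, 46.0% in C+Fc-GLP-1 and 45.4% in M+Fc-GLP-1 mice. Values are log2 signals after the scanner software's background correction, centred on the 75th percentile of each array. Probes well above background on all 4 arrays of at least 1 group were kept, and the brightest of them stood for each gene, which gave 21073 tested genes. Differences were tested with limma over all 8 groups of 32 arrays, with a Benjamini-Hochberg threshold of 0.05.

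The MCD diet changed 5457 genes in untreated mice before PH, 2565 of them higher and 2892 lower than in C mice. Among the largest rises were those of Cyp3a44, at least 793-fold, and Sult1e1, with a log2 fold change of 9.16 (standard error 0.94). A change given as at least a fold takes the undetected group at its background. It does not allow for the spread between mice or for the processing. Serpina4-ps1 fell by 10.35 on the log2 scale, Hnf4aos fell by 6.18 and Cyp4a12a fell by 6.01. C+Fc-GLP-1 mice differed from C mice in 484 genes (254 higher, 230 lower). Among them Pnpla5 rose by a log2 fold change of 3.94 (standard error 0.66), Sgsm1 by 2.76 (standard error 0.41) and Sybu at least 2.22-fold, while Obp2a fell by 3.17 on the log2 scale, Spink4 was at least 7.97-fold lower and Pknox2 at least 5.86-fold lower. Pnpla5 (adjusted p = 0.0535, in a range from 2.41e-05) and Sgsm1 (adjusted p = 0.0504, in a range from 2.81e-05) did not pass the threshold with only the arrays of these groups fitted. Sybu, Spink4 and Obp2a did not pass the threshold in every fit with 1 array left out, with adjusted p up to 0.0627 without C replicate 1 for Sybu, 0.0628 without the same array for Spink4 and 0.0582 without C+Fc-GLP-1 replicate 4 for Obp2a. Over all alternatives their adjusted p spanned 0.0118 to 0.239, 0.00582 to 0.087 and 0.00269 to 0.109. M+Fc-GLP-1 mice differed from MCD mice in 1423 genes (792 higher, 631 lower). The largest rises there were those of Cux2, with a log2 fold change of 3.95 (standard error 0.47), 5730420D15Rik, with 3.21, and Acot5, with 2.61, and the largest falls were those of Cyp3a44, at -5.53, Jchain, at -5.33, and Iglv1, at -4.29.

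Of the alternatives tried, leaving in the dim probes moved the comparison of M+Fc-GLP-1 with MCD mice most, to 6324 genes (5416 higher, 908 lower), and the comparison of C+Fc-GLP-1 with C mice ranged from 37 genes (9 higher, 28 lower) with only the arrays of these groups fitted to 2454 genes (939 higher, 1515 lower) with normexp background correction and quantile normalization. Without MCD replicate 1 the former count was 547, and without C replicate 1 the latter was 233. The C and MCD arrays lay on 1 slide and the C+Fc-GLP-1 and M+Fc-GLP-1 arrays on another, so that slide and treatment cannot be told apart in either comparison, while the MCD and C arrays lay on the same slide. An additive difference between slides cancels in the interaction of diet and Fc-GLP-1, which passed the threshold in 1232 genes (611 higher, 621 lower). With each array centred on its median, this interaction passed in 2865 genes (132 higher, 2733 lower), with the authors' values in 337 (166 higher, 171 lower), and without MCD replicate 1 in 642.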

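Expression of 20 lists of genes, written by hand for categories the paper names, was compared between M+Fc-GLP-1 and MCD mice. The test was limma's camera, which asks whether the genes of a list moved further than the other genes tested. Some lists follow the pathways in Fig. 1c, which the paper drew from these same arrays, so that their fall is not independent evidence. No list was written for amino acid metabolism, which the paper also names. Lists were called at an adjusted p under the threshold used for genes, and 18 of the 20 were lower in M+Fc-GLP-1 mice. The list for cell cycle and mitosis had a median log2 fold change of -1.08 (adjusted p = 1.75e-07, lower in 29 of 29 genes). Of its 29 genes 0 passed the limma threshold, both over all genes and adjusted over the list alone, and 9 had an unadjusted p under it. DNA replication genes had a median of -0.37 (adjusted p = 0.000748). Among the inflammatory lists, macrophages and Kupffer cells had a median of -1.69 (adjusted p = 1.73e-14), with 24 of 25 genes lower, 14 of them past the threshold and 19 adjusted over the list alone. Neutrophil genes had a median of -1.75 (adjusted p = 1.3e-06), cytokine, chemokine and Toll-like receptor genes -0.99 (adjusted p = 2.61e-08), B cell and MHC class II genes -0.94 (adjusted p = 1.16e-06), interferon response genes -0.66 (adjusted p = 1.14e-06) and NK and cytotoxic T cell genes -0.43 (adjusted p = 0.0124). Platelet genes had a median of -0.53 (adjusted p = 0.0172), ER stress genes -0.54 (adjusted p = 2.54e-05), proteasome genes -0.16 (adjusted p = 0.0219) and apoptosis and p53 genes -0.36 (adjusted p = 0.0124). Coagulation and complement genes, at 0.28 (adjusted p = 0.145), and purine metabolism genes, at -0.14 (adjusted p = 0.253), did not pass the threshold.

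The lists for HSC activation, extracellular matrix, actin cytoskeleton, TGFβ signalling, retinol metabolism and glutathione metabolism were lower as well, with medians between -0.54 and -0.14. Of the 18 lists, 9 were also called by limma's fry test, namely DNA replication, macrophages, cytokines, B cells, neutrophils, retinol, ER stress, apoptosis and glutathione. With the correlation between genes estimated from the arrays no list was called by camera at the adjusted threshold (lowest adjusted p = 0.146), and 5 had an unadjusted p under the same threshold. Other divisions of the same 8 arrays moved a median of 6.5 lists and at most 16. From the gene sets that were lower in M+Fc-GLP-1 mice, the paper proposes that Fc-GLP-1 modulated multiple pathways dysregulated in NASH (Fig. 1c).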

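On the arrays, with 4 mice in each group, Tnf (Entrez gene 21926, chromosome 17 of GRCm38, 35199367 to 35202007), which the paper calls Tnfa, had a log2 signal of -4.42 ± 0.36 (SD, n = 4) in C and -2.72 ± 0.77 in MCD mice, a log2 fold change of 1.7 (standard error 0.65, adjusted p = 0.0509 from limma). Its probe was well above background on 4 arrays of MCD and 1 array of C mice. The adjusted p of Tnf ranged from 0.00885 to 0.24 over the alternatives and was 0.0384 without MCD replicate 3. Il1b (Entrez gene 16176, chromosome 2, 129364569 to 129371164) rose from -1.18 ± 0.17 to -0.32 ± 0.46, by 0.87 on the log2 scale (standard error 0.48, adjusted p = 0.186). Adgre1 (Entrez gene 13733, chromosome 17, 57358581 to 57483529) rose from -0.24 ± 1.2 to 1.38 ± 1.32, by 1.62 (standard error 0.59, adjusted p = 0.0432). This rise of Adgre1 did not pass the threshold in 5 of 8 fits with 1 array left out. Without C replicate 1 it was 1.06 (adjusted p = 0.206, the highest over the alternatives, with 0.00512 the lowest). Among other alternatives, the call was also lost with the authors' values (adjusted p = 0.0752) and with only the arrays of these groups fitted (adjusted p = 0.115). Of the 18 genes fixed as those the paper names and Glp1r, 17 could be tested, of which 4 were higher in MCD than in C mice past the threshold and 5 adjusted over the list alone, Tnf among the latter.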

The elevations in these parameters found in the MCD group were reduced in M+Fc-GLP-1 animals to similar levels detected in mice fed a chow diet (C). 

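In M+Fc-GLP-1 mice the probe of Tnf was well above background on none of the 4 arrays. Taken at the background, it was at least 2.19-fold lower than in MCD mice (adjusted p = 0.179 from limma). This bound allows for the background alone, not for the spread between mice or the processing. Over the alternatives the log2 fold change of Tnf lay between -1.74 and -0.49. In M+Fc-GLP-1 mice the log2 signal of Tnf was -4.14 ± 0.52 (SD, n = 4). Il1b was at -3.02 ± 0.49 in M+Fc-GLP-1 mice, a log2 fold change of -2.70 against MCD mice (standard error 0.48, adjusted p = 0.00147) that stayed past the threshold in every alternative tried. This level also lay below each of the 4 values in C mice. Adgre1 was at -0.28 ± 0.85, a change of -1.66 (standard error 0.59, adjusted p = 0.0846). Without MCD replicate 2 its change was -2.31 (adjusted p = 0.0204, the lowest over the alternatives, with 0.237 the highest). The M+Fc-GLP-1 and MCD arrays lay on different slides. Over the named genes 2 passed the threshold in this comparison, both over all genes and adjusted over the list alone. They were Il1b and Ly6g, the latter higher in M+Fc-GLP-1 mice by 0.91 on the log2 scale (adjusted p = 0.0478).

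**Figure D1:**
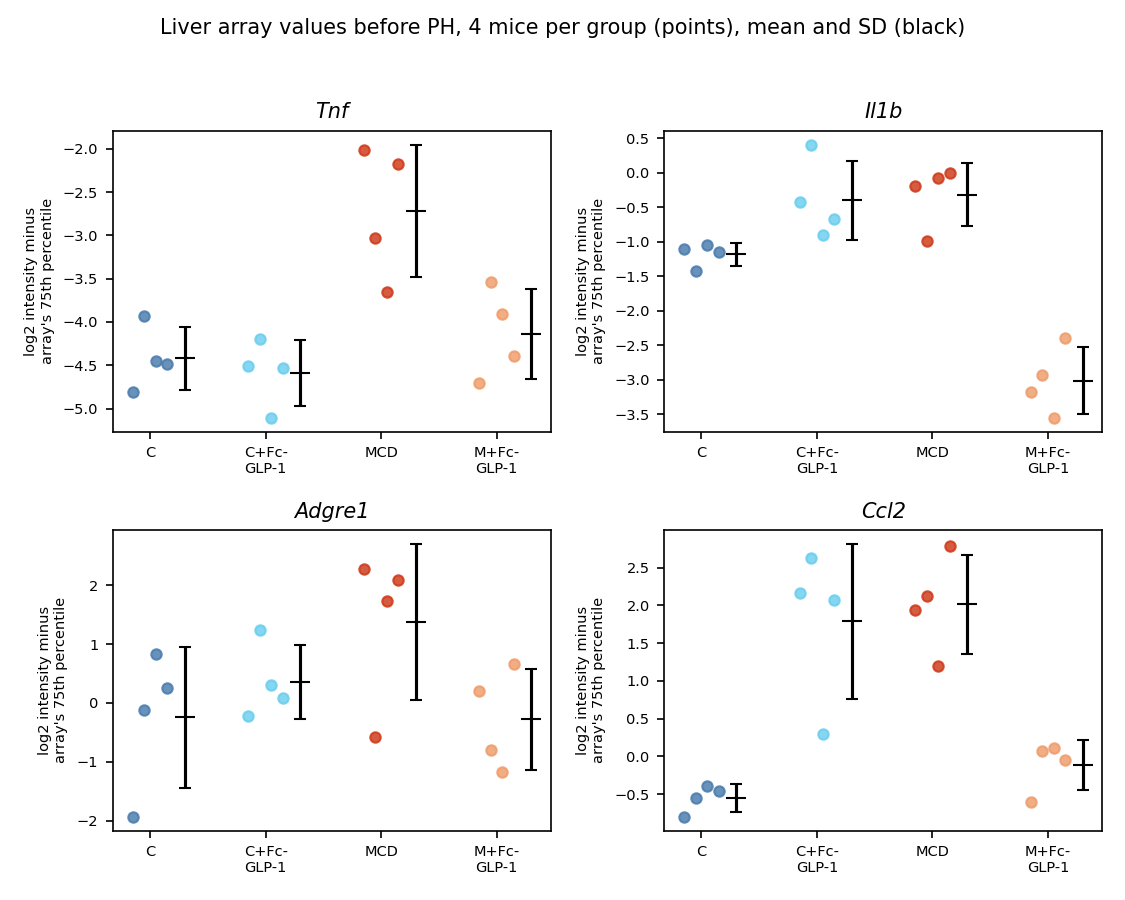
Log2 signal centred on the 75th percentile of each array (vertical axis) of Tnf, Il1b, Adgre1 and Ccl2 in C, C+Fc-GLP-1, MCD and M+Fc-GLP-1 mice before PH, with each point a mouse and bars the mean and SD of 4 mice. Il1b has means of -0.32 in MCD and -3.02 in M+Fc-GLP-1 mice.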

Unexpectedly, *Mcp1* mRNA levels that were found highly elevated in the MCD group were only partly decreased by the Fc-GLP-1 treatment (Fig. 1d). 

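Ccl2 (Entrez gene 20296, chromosome 11, 82035577 to 82037452), which encodes MCP1, had a log2 signal of -0.55 ± 0.18 (SD, n = 4) in C and 2.01 ± 0.66 in MCD mice, a log2 fold change of 2.56 (standard error 0.86, adjusted p = 0.0279 from limma). The rise no longer passed the threshold in 3 of 8 fits with 1 array left out. Without MCD replicate 4 the log2 fold change was 2.30 (adjusted p = 0.0788, within a range of 0.000481 to 0.0788 over the alternatives). The call was also lost with normexp and quantile normalization (adjusted p = 0.0606) and with the authors' values (adjusted p = 0.0623). In M+Fc-GLP-1 mice Ccl2 was at -0.11 ± 0.33, lower than in MCD mice by a log2 fold change of -2.13 (standard error 0.86, adjusted p = 0.127). With only the arrays of these groups fitted, the same fall had an adjusted p of 0.0104, the lowest of a range that reached 0.247. In C+Fc-GLP-1 mice Ccl2 was at 1.79 ± 1.03, higher than in C mice by 2.34 (standard error 0.86, adjusted p = 0.133). The C+Fc-GLP-1 and C values of Ccl2 did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow).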

We also performed Sirius Red staining and, as depicted in Fig. 1f, in agreement with the histopathological evaluation of the NAS score no evidences of fibrosis were found in mice fed a MCD diet for 3 weeks.

We also assessed the expression of genes present in HSC, which are activated in NASH^4^. Significant increases in *Col1a1*, *Des*, *Tgfb*, *Mmp2* and *Mmp9* mRNAs were detected in livers from MCD-fed mice compared to mice fed a chow diet (Fig. 2a). Treatment with Fc-GLP-1 only ameliorated the effect of MCD diet on *Col1a1* and *Tgfb* mRNAs. Moreover, mRNA encoding fibroblast activation protein (*Fap*), which has been found in activated HSC and myofibroblasts^4,24^, was elevated in the M+Fc-GLP-1 group. By contrast, *Dpp4* mRNA levels did not change among groups.

**Figure 2:**
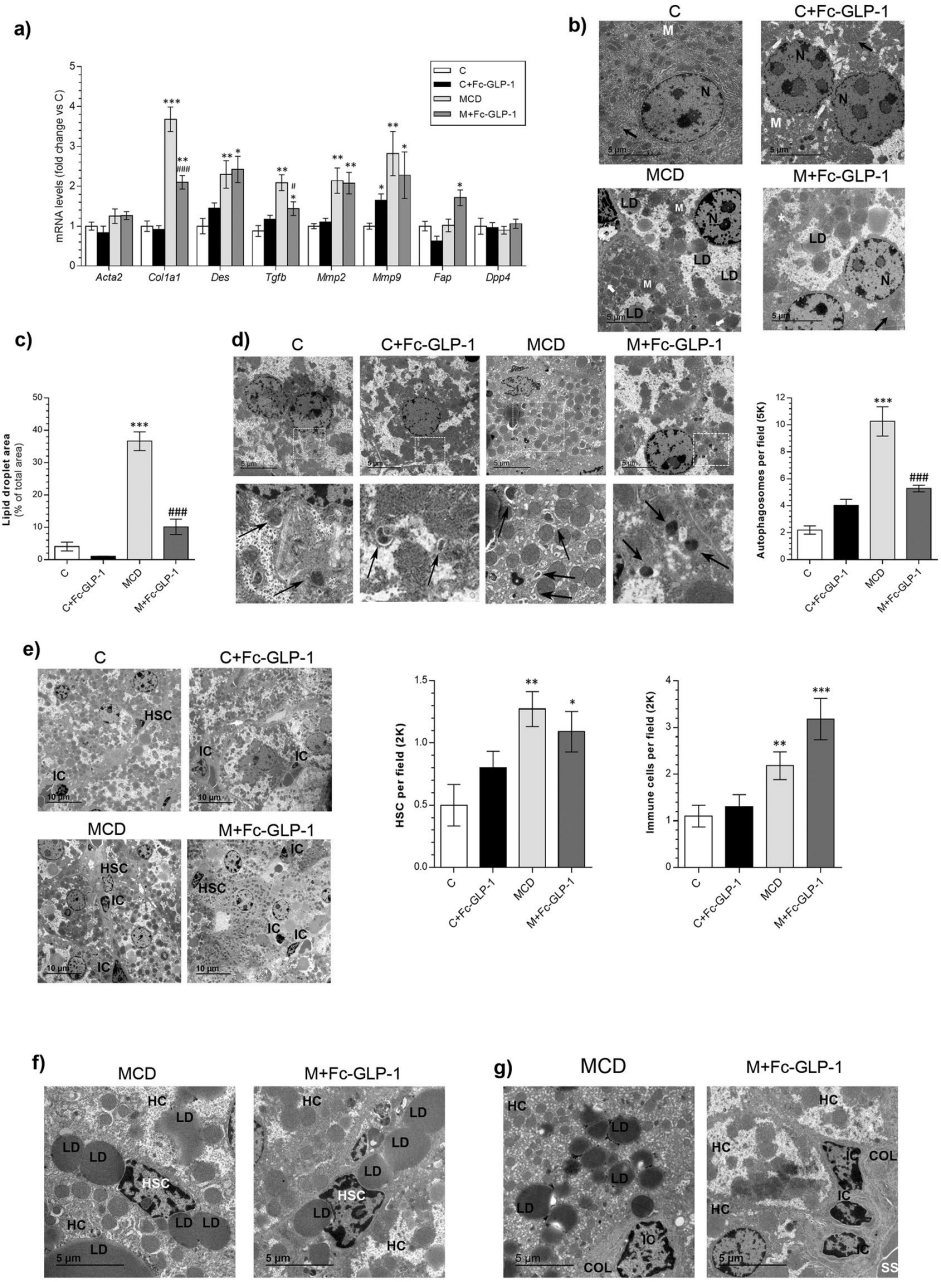
Effect of Fc-GLP-1 treatment in HSC activation in mice fed chow or MCD diet. (**a**) Hepatic mRNA levels of HSC activation-related genes in the different groups of mice (n = 6 mice/group). (**b**) Representative TEM images showing lipid droplets (LD), mitochondrion (M), nucleus (N), normal ER (black arrow) and dilated ER (white arrow) and (**c**) quantification of the area of lipid droplets in the TEM images (4 random fields per mice; n = 3 mice/group). (**d**) Representative TEM images and quantification of the autophagosomes (4 random fields per mice; n = 3 mice/group). (**e**) Representative TEM images and quantification of the immune cells (IC) (**p = *0*.*0052*) and hepatic stellate cells (HSC) (*p=0.022; **p = *0*.*0018*) in livers from the 4 groups of mice (5 random fields per mice; n = 3 mice/group). (**f**,**g**) Magnification of the images showing IC, HSC, hepatocytes (HC) and collagen fibers (COL) in livers from MCD and M+Fc-GLP-1 groups (n = 3 mice/group). SS (sinusoid). *p < *0*.*05*, **p < *0*.*01*, ***p < *0*.*001 vs C group*; ^#^*p* < *0*.*05*, ^###^*p* < *0*.*001 vs MCD group according to one-way ANOVA with post-hoc Bonfeni test*.

Transmission electronic microscopy (TEM) showed lipid droplets, rounded mitochondria and dilated ER in livers from the MCD group (Fig. 2b,c). The area of the lipid droplets, as well as the other NASH-like features, was reduced in the M+Fc-GLP-1 group. Likewise, the accummulation of autophagosomes detected in the MCD group was further reduced by the treatment with Fc-GLP-1 (Fig. 2d). Notably, some infiltration of non-parenchymal cells such as immune cells (IC) and HSC in the Disse space were visualized in livers from mice fed a MCD diet with or without Fc-GLP-1 treatment (Fig. 2e–g).

### Effects of Fc-GLP-1 in PLF and hepatic regeneration in mice fed chow or MCD diet

We next investigated the effect of Fc-GLP-1 on PLF by evaluating liver regeneration after PH. In mice on MCD diet the treatment with Fc-GLP-1 significantly improved PLF. In fact, only 38% of mice of this group survived at 72 h post-PH whereas survival rate reached 66.7% in the M+Fc-GLP-1 group (Fig. 3a). In addition, mice on MCD diet presented decreased liver mass recovery at 2 weeks post-PH and this reduction was also evident in the M+Fc-GLP-1 group (Fig. 3b). Liver mass recovery was slightly, but statistically significantly, reduced in mice on a chow diet receiving Fc-GLP-1. Importantly, in both groups receiving treatment with Fc-GLP-1 the drug was detected in plasma 48 h after the last injection (Supplementary Fig. 2), excluding the possibility of reduced circulating drug levels after PH.

**Figure 3:**
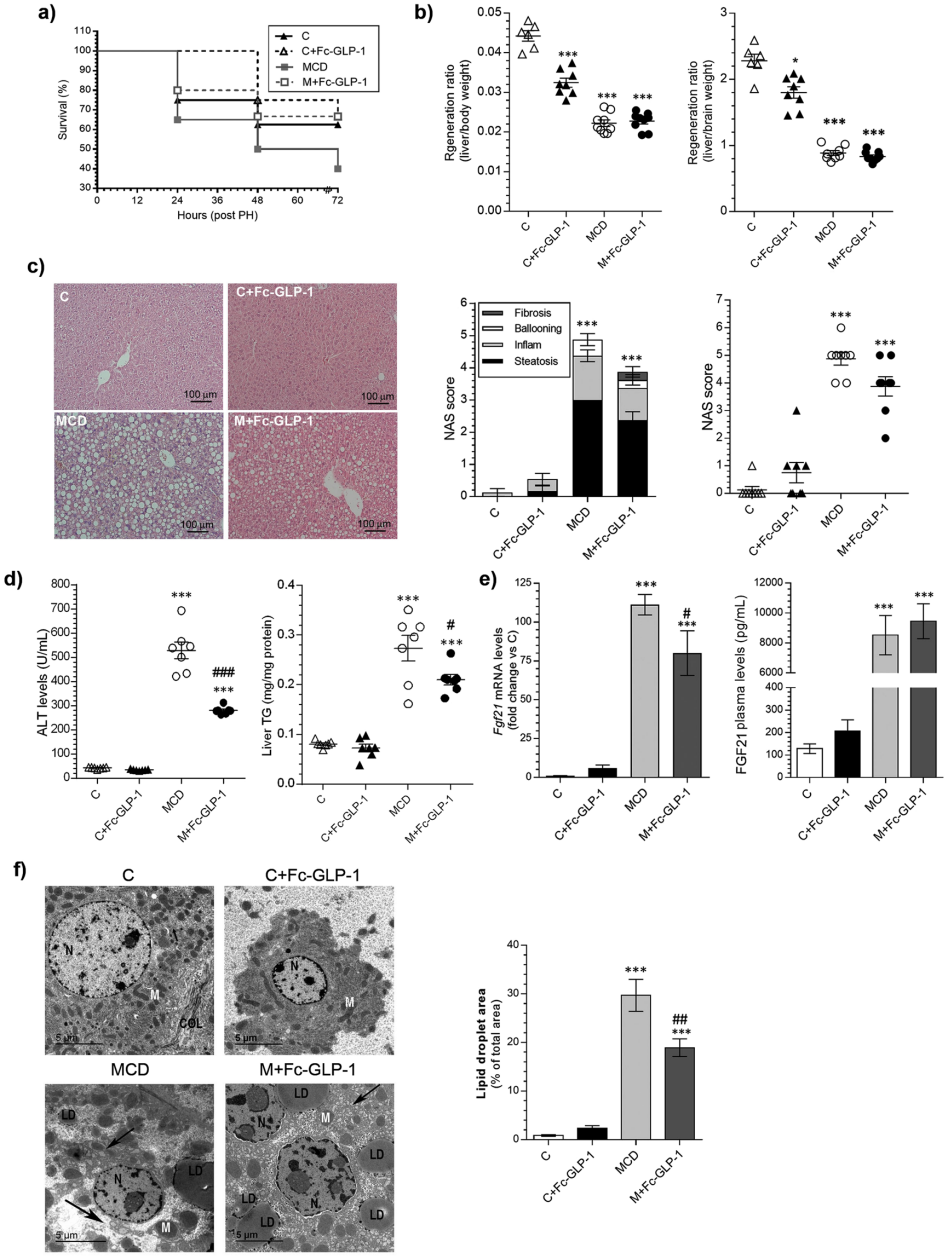
Effects of the Fc-GLP-1 treatment on PLF as evaluated by PH-induced hepatic regeneration in mice fed chow (C) or MCD diet. (**a**) Survival ratio after PH in different animal groups (n = 16 mice in C, 12 mice in C+Fc-GLP-1, 20 mice in MCD and 15 mice in M+Fc-GLP-1). (**b**) Regeneration ratio analyzed 2 weeks after PH corrected by body weight (left) or brain weight (right) (*p = *0*.*033*) (n = 6 mice in C, 8 mice in C + Fc-GLP-1, 9 mice in MCD and 9 mice in M + Fc-GLP-1). (**c**) Representative H&E images from liver sections of the different groups analyzed 2 weeks after PH and histopatologycal evaluation of the NAS score (n = 8 mice/group). (**d**) Effects of Fc-GLP-1 on ALT levels and liver TG content (^#^*p* = *0*.*0155*) (n = 7 mice/group). (**e**) Hepatic *Fgf21* mRNA levels (n = 6 mice/group; ^#^*p* = *0*.*0358*) and plasma FGF21 (n = 7 mice/group). (**f**) Representative TEM images of liver sections from different animal groups analyzed 2 weeks after PH showing lipid droplets (LD), mitochondrion (M), nucleus (N), dilated ER (black arrow) and quantification of the area of LD (4 random fields per mice; n = 3 mice/group; ^##^*p* = *0*.*0038*). ***p < *0*.*001 vs C group*; ^###^*p* < *0*.*001 vs MCD group according to one-way ANOVA with post-hoc Bonferroni test*.

The histological analysis of liver samples collected at 2 weeks post-PH revealed that the surviving mice of the MCD group presented elevated global NAS score, plasma ALT, intrahepatic TG and increased hepatic *Fgf21* mRNA and serum levels of FGF21 (Fig. 3c–e). In addition, serum insulin was decreased in mice fed a MCD diet regardless of the treatment with Fc-GLP1 (Supplementary Fig. 3). However, contrary to the beneficial effects of Fc-GLP-1 in the reversion of NASH-like features before PH (Fig. 1a,b), reduced efficacy of Fc-GLP-1 on liver disease was evident in the M + Fc-GLP-1 mice at 2 weeks post-PH (Fig. 3c–e), although the microarray analysis revealed up-regulation and enrichment in gene sets related to NASH in MCD versus M + Fc-GLP-1 group (Supplementary Table 3). 

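Liver RNA collected 2 weeks after PH was measured on arrays of 4 mice in each of the MCD and M+Fc-GLP-1 groups. M+Fc-GLP-1 mice differed from MCD mice in 1417 genes (841 higher, 576 lower). Among the genes that rose were Defb1, at least 9.71-fold, Il25, at least 3.89-fold, and Olah, at least 3.41-fold, whose probes were well above background on no MCD array. These bounds allow for the background alone. With other processing the log2 fold change fell to 1.44 for Defb1 and 0.65 for Il25. Olah did not pass the threshold with normexp and quantile normalization (log2 fold change 0.72, adjusted p = 0.062, in a range from 0.00221). The largest falls were those of Tmc5, with a log2 fold change of -4.05 (standard error 0.73), Cxcl13, with -3.85, and S100a8, with -3.58. The count fell most without the filter on dim probes, to 810 genes, and to 736 without MCD replicate 2. The arrays of these groups lay on different slides and were read on different scanners, and the MCD arrays carried another profile of spike-in controls, so that treatment and hybridization cannot be told apart.

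Of the 20 lists, 8 were called by camera, and all 8 were higher in MCD than in M+Fc-GLP-1 mice. Given as M+Fc-GLP-1 against MCD, the median log2 fold change was -2.12 for neutrophils (adjusted p = 4.92e-12, 12 of 17 genes past the threshold), -1.0 for macrophages and Kupffer cells (adjusted p = 2.59e-08), -0.67 for B cells and MHC class II (adjusted p = 0.000836), -0.65 for NK and cytotoxic T cells (adjusted p = 0.000209), -0.63 for platelets (adjusted p = 0.000699), -0.60 for the cell cycle (adjusted p = 0.00251), -0.57 for cytokines (adjusted p = 5.52e-05) and -0.25 for ER stress (adjusted p = 0.0425). The calls for neutrophils, NK cells and platelets were also made by fry. Other divisions of these 8 arrays moved a median of 7 lists, so that the number of lists called does not set the real groups apart. For retinol, coagulation, glutathione and purine genes, none of them called, the median and the direction of the camera test differed in sign, and for retinol, glutathione and purine genes the median also differed in sign from the mean. HSC activation, at 0.22 (adjusted p = 0.55), and extracellular matrix, at 0.26 (adjusted p = 0.148), were not called. Adgre1 was lower in M+Fc-GLP-1 than in MCD mice by a log2 fold change of -2.18 (standard error 0.59, adjusted p = 0.025 from limma), and without MCD replicate 1 by -1.96 (adjusted p = 0.0849, within a range of 0.0125 to 0.0849 over the alternatives). The paper states that gene sets related to NASH were enriched in MCD against M+Fc-GLP-1 mice (Supplementary Table 3).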

EM images showed rounded mitochondria, large lipid droplets and ER dilatation in both MCD and M+Fc-GLP-1 groups (Fig. 3f). Moreover, intrahepatic glycogen was significantly increased only in the C+Fc-GLP-1 group (Supplementary Fig. 5). Similar results regarding PLF, evolution of NASH-like features and liver mass recovery were found using liraglutide, a different GLP-1R agonist (Supplementary Fig. 6).

### Analysis of immune cells and HSC markers in livers from Fc-GLP-1 treated mice after PH

We next analyzed the evolution of several inflammatory markers during the hepatic regenerative process. As shown in Fig. 4a, F4/80 immunostaining confirmed persistent hepatic inflammation in the MCD group at 2 weeks post-PH that was also present, although to a lesser extent, in M+Fc-GLP-1 mice. Analysis of inflammatory cytokines in liver and plasma showed reductions in IL1β and TNFα in mice receiving MCD diet and Fc-GLP-1 (Fig. 4b,c). However, hepatic *Mcp1* mRNA levels and circulating MCP1 remained highly elevated in both MCD and M+Fc-GLP-1 groups. Additional analysis of natural killer (NK) and cytotoxic T lymphocytes (CD8+) revealed that in the C+Fc-GLP-1 group *Ifng*, *Gzmb* and *Prf1* mRNAs were significantly increased compared with the chow group (Fig. 4d), and these markers were also upregulated in the M+Fc-GLP-1 group. Indeed, in both C+Fc-GLP-1 and M+Fc-GLP-1 groups, immune cells were visualized in liver sections (Fig. 4e) and quantified in the TEM images (Fig. 4f).

**Figure 4:**
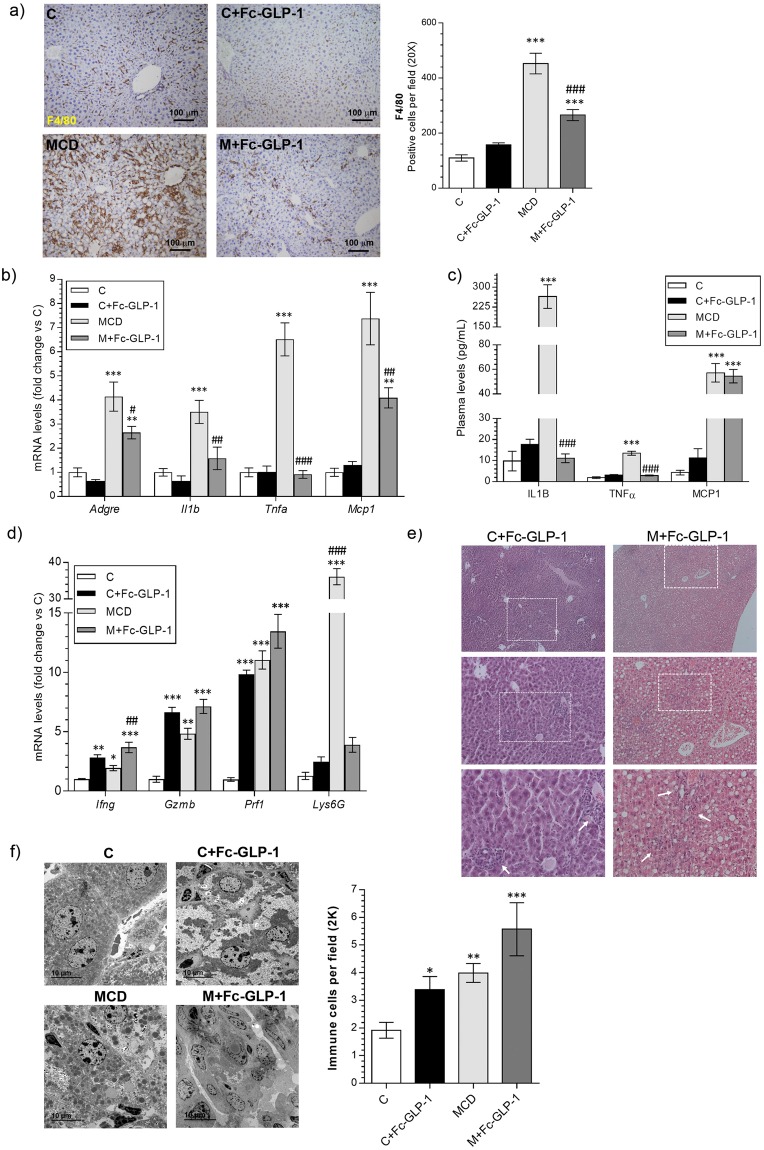
Analysis of immune cells markers in livers from Fc-GLP-1 treated mice after PH. (**a**) Representative images and quantification of F4/80 immunohistochemistry analyzed 2 weeks after PH (3 random fields per mice; n = 4 mice/group). (**b**) Hepatic mRNA levels of proinflammatory cytokines (n = 6 mice/group). (**c**) Plasma levels of proinflammatory cytokines analyzed 2 weeks after PH (n = 6 mice/group). (**d**) mRNA levels of cytotoxic lymphocytes and neutrophils related genes after PH (n = 6 mice/group). Representative H&E (n = 8 mice/group) (**e**) and TEM (**f**) images of Fc-GLP-1 treated animals showing infiltration of non-parenchymal immune cells and quantification of the immune cells in the TEM (4 random fields per mice; n = 3 mice/group; *p = *0*.*0157*; **p = *0*.*0038*). *p < *0*.*05*, **p < *0*.*01*, ***p < *0*.*001 vs C group*; ^#^*p* < *0*.*05*, ^##^*p* < *0*.*01*, ^###^*p* < *0*.*001 vs MCD group according to one-way ANOVA with post-hoc Bonferroni test*.

It has been postulated that HSC are a major source of extracellular matrix (ECM) proteins during liver regeneration^25^. Also, activated HSC secrete high levels of MCP1^26^. Based on the elevations in *Mcp1* mRNA detected at 2 weeks post-PH in livers of mice receiving Fc-GLP-1 (Fig. 4b,c), we analyzed key markers of HSC activation. Treatment with Fc-GLP-1 in mice fed a chow diet significantly increased *Acta2* (encoding α-SMA), *Col1a1*, *Tgfb* and *Mmp2* mRNAs (Fig. 5a). HSC markers were elevated in livers of MCD mice after PH, as reported^27^, and remained elevated in the M + Fc-GLP-1 group; this effect being particularly evident with *Mmp2* and *Mmp9* expression. Likewise, increased expression of *Dpp4* and *Fap* was observed in the two groups of Fc-GLP-1-treated mice. Anti-α-SMA and anti-desmin immunostaining verified these data in MCD diet-fed mice (Fig. 5b,c). Also, positive Sirius Red staining was observed in the parenchyma of livers from MCD and M + Fc-GLP-1 groups. In addition, in those mice (MCD and M + Fc-GLP-1) TEM images showed an accumulation of HSC in the Disse Space (Fig. 5d and Supplementary Fig. 7).

**Figure 5:**
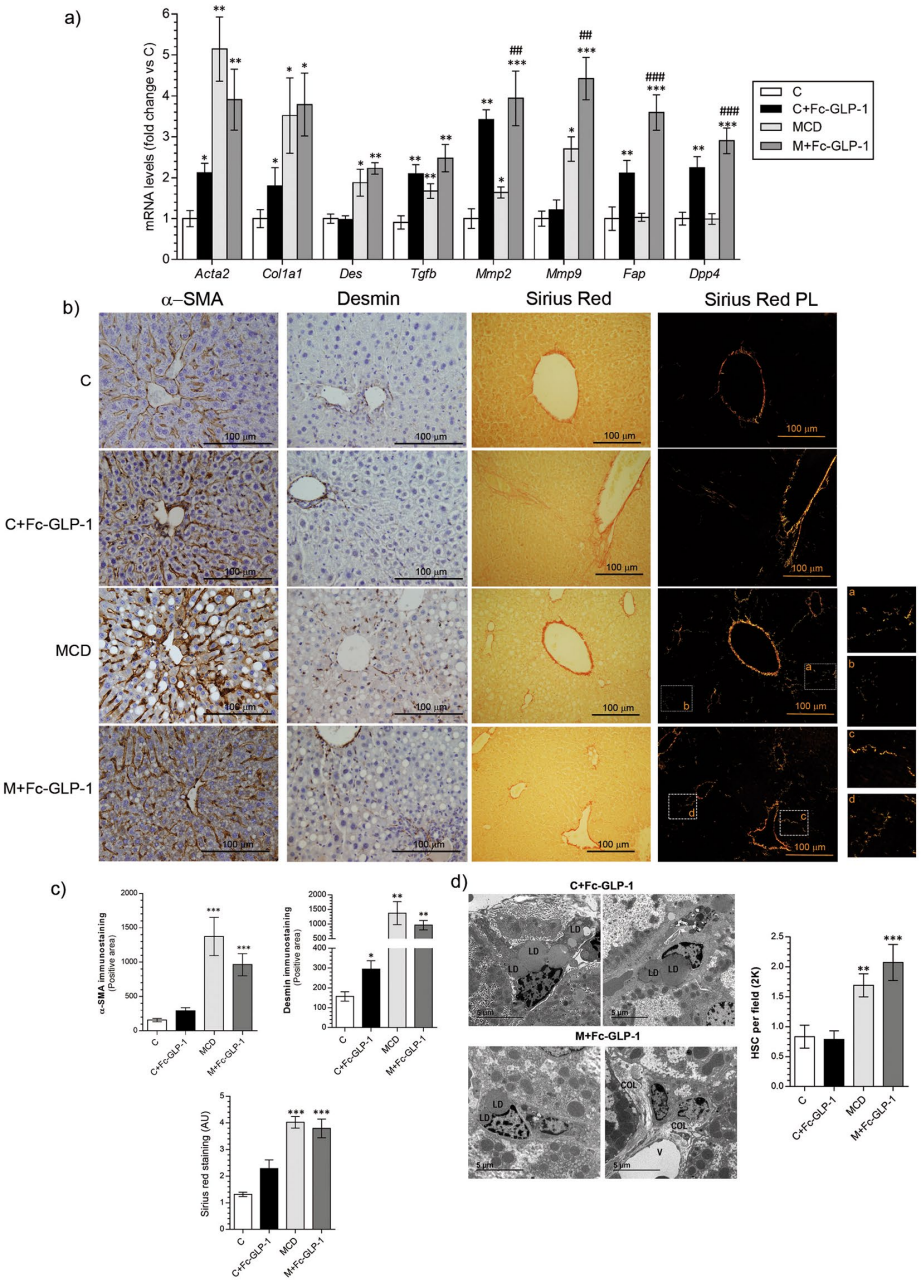
Analysis of markers of HSC activation in livers from Fc-GLP-1 treated mice 2 weeks after PH. (**a**) Hepatic mRNA levels of HSC related genes analyzed 2 weeks after PH (n = 6 mice/group). (**b**,**c**) Representative images and quantification of α-SMA and desmin immunohistochemistry (n = 4 mice/group; 3 random fields per mice; *p = *0*.*018* (C+Fc-GLP-1); **p = *0.00014* (MCD) and **p = *0.00019* (M+Fc-GLP-1) and Sirius Red staining (2 fields per mice; n = 4 mice/group) at 2 weeks after PH. (**d**) Representative TEM images of livers from M+Fc-GLP-1 mice showing hepatic stellate cells (HSC) containing lipid droplets (LD) and collagen fibers (COL) surrounding vein (V) and quantification of HSC (4 random fields per mice; n = 3 mice/group). *p < *0*.*05*, **p < *0*.*01*, ***p < *0*.*001 vs C group*; ^##^*p* < *0*.*01*, ^###^*p* < *0*.*001 vs MCD group according to one-way ANOVA with post-hoc Bonferroni test*.

### Changes in gene expression related to inflammation and activation of HSC in Fc-GLP-1 treated mice after PH

We further explored the evolution of inflammation and HSC related gene expression in livers from the 2 groups of mice treated with Fc-GLP-1 (fed chow or MCD diet) after PH. 

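To follow the change over PH under treatment, arrays of liver samples taken 2 weeks after a PH that removed 70% of the liver were compared with arrays of samples removed during surgery, in C+Fc-GLP-1 and in M+Fc-GLP-1 mice, with 4 arrays per group and time. The arrays are treated here as separate mice, since the labels do not pair samples taken before and after PH. Across all genes, residuals of arrays of a group before and after PH with the same replicate number had a mean correlation of 0.0126 (16 pairs), against -0.00403 for those with different numbers (48 pairs). A median of 53.9% of probes in C+Fc-GLP-1 and 52.6% in M+Fc-GLP-1 mice were well above background 2 weeks after PH. The treated arrays before PH lay on 1 slide and those after PH on another, so that time and slide cannot be told apart within a group. In the difference between the diets this cancels where slides differ additively.

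The authors' normalized log2 values were made separately for the 16 arrays before and the 16 arrays after PH, with 75th percentiles of 8.43 and 9.05. A comparison of these values over time therefore runs across separate normalizations, in which 87.4% of the genes were higher after PH in C+Fc-GLP-1 and 90.6% in M+Fc-GLP-1 mice. With all arrays centred in the same way these shares were 49.9% and 49.0%. The authors' values were the alternative that moved the counts of changed genes most, to 8077 in C+Fc-GLP-1 mice (8034 higher, 43 lower) and 7222 in M+Fc-GLP-1 mice (7169 higher, 53 lower).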

Microarray analysis revealed that in mice receiving treatment with Fc-GLP-1 numerous gene sets were modulated by the regeneration process (Supplementary Tables 4 and 5 and Supplementary Fig. 8). In particular, the Venn diagram (Fig. 6a) shows a total of 204 gene sets up-regulated in livers of mice fed a chow diet administered Fc-GLP-1 (C+Fc-GLP-1) at 2 weeks post-PH compared to the values of liver samples of this experimental group removed during the PH surgery. Likewise, a total of 573 gene sets were up-regulated in M+Fc-GLP-1 mice under the same conditions. 

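In C+Fc-GLP-1 mice 180 genes differed between 2 weeks after PH and the time of surgery (102 higher, 78 lower), and without C+Fc-GLP-1 replicate 1 after PH the count was 21. Pbk was at least 5.17-fold higher after PH. Ccnb1 rose by a log2 fold change of 3.42 (standard error 0.73) and Cdc20 by 3.22 (standard error 0.72), while Ppp1r3g fell by 4.50, Rgs16 fell by 4.27 and Egr1 fell by 2.16 on the log2 scale. Adjusted p of these genes, from limma, lay between 0.00014 and 0.0349. With 1 array left out, the call was lost in 6 of 8 fits for Pbk and 4 of 8 for Ccnb1. For Cdc20 it was lost in 5 of 8 and for Egr1 in 4 of 8. With C+Fc-GLP-1 replicate 3 after PH left out, the adjusted p was 0.104 for Pbk, 0.0880 for Ccnb1 and 0.104 for Cdc20, and without replicate 2 after PH it was 0.0681 for Egr1. Normexp with quantile normalization lost Pbk and Ccnb1, and a fit of only the arrays of these groups lost Ccnb1, Cdc20 and Egr1. Over all alternatives the adjusted p spanned 0.00327 to 0.104 for Pbk, 0.00633 to 0.098 for Ccnb1, 0.00184 to 0.104 for Cdc20 and 0.00187 to 0.0983 for Egr1.

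Of the 20 lists, 9 were called by camera, all of them higher after PH. The list for cell cycle and mitosis had the largest median log2 fold change, 2.24 (adjusted p = 2.78e-25), with 29 of 29 genes higher, 9 past the threshold and 26 adjusted over the list alone. Lists for the cell cycle, B cells, neutrophils and extracellular matrix were also called by fry. Without C+Fc-GLP-1 replicate 1 after PH 5 lists were called, and other divisions of the 8 arrays moved a median of 6.5 lists, with at least as many as the real groups in 11 of the 35 divisions.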

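In M+Fc-GLP-1 mice 343 genes differed between 2 weeks after PH and surgery (174 higher, 169 lower), and the count was 155 without M+Fc-GLP-1 replicate 2 after PH. H19 rose by a log2 fold change of 5.91 (standard error 0.97), Lcn2 rose by 5.35 (standard error 0.87) and Msln was at least 27.0-fold higher. The largest falls were those of Slco1a1, at -4.52 (standard error 1.17), Dct, at -3.72, and C730036E19Rik, at -3.40. The fall of Slco1a1 had an adjusted p of 0.042 from limma and did not pass the threshold in 7 of 8 fits with 1 array left out. Its adjusted p was 0.0987 without replicate 4 after PH, within a range of 0.00384 to 0.0987.

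Of the 20 lists, 7 were higher after PH by camera and 1, the cell cycle, was lower, with a median of -0.78 (adjusted p = 0.00908, lower in 23 of 29 genes). None of these 8 calls was also made by fry. The cell cycle median ran from -0.81 to 0.10 over 8 processing settings, the latter with the authors' values, in which the median of all genes shifted by 0.47. In fits of these 8 arrays alone 9 lists moved, as did at least as many in 9 of the 35 divisions, and in the fit of all groups without replicate 4 after PH 4 lists did. The diets differed in this change over PH for the cell cycle list, whose interaction of diet and time had a median of -2.97 (adjusted p = 9.31e-27, fry adjusted p = 0.0284).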

We also found that 204 gene sets up-regulated in the C+Fc-GLP-1 group after PH were also up-regulated in the M+Fc-GLP-1 group. Among them, 34 gene sets were related to inflammation, 21 to metabolism and 21 to HSC (Fig. 6b and Supplementary Table 5). 

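Past the threshold in both treated groups, 9 genes were higher after PH and 3 were lower, where 0.842 genes would be higher in both if the calls were independent. Marco rose by a log2 fold change of 2.39 (adjusted p = 0.0353) in C+Fc-GLP-1 and 2.61 (adjusted p = 0.0102 from limma) in M+Fc-GLP-1 mice, and Col3a1 rose by 2.00 (adjusted p = 0.0353) and 2.21 (adjusted p = 0.00958). Over all genes the changes in the treated groups correlated with r = 0.27 across genes, which are not independent replicates. Of the 9 genes, only 1 passed in both groups without C+Fc-GLP-1 replicate 1 after PH. With the authors' values 4177 genes were higher in both groups. Of the 20 lists, 6 were higher after PH in both groups, namely macrophages and Kupffer cells, cytokines, interferon response, neutrophils, HSC activation and extracellular matrix, and the cell cycle list moved in opposite directions.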

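The metabolic lists did not pass the threshold in either treated group. Retinol metabolism had a median log2 fold change of 0.21 (adjusted p = 0.234) in C+Fc-GLP-1 and -0.08 (adjusted p = 0.574) in M+Fc-GLP-1 mice, where the mean was 0.16. Purine metabolism had medians of 0.08 (adjusted p = 0.953) and -0.05 (adjusted p = 0.773), and glutathione metabolism of 0.04 (adjusted p = 0.996) and 0.22 (adjusted p = 0.0817). The hand-written lists cover fewer metabolic pathways than the gene set collections used by the paper.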

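Lists of genes of inflammation and of HSC were compared between 2 weeks after PH and surgery. Macrophages and Kupffer cells had a median log2 fold change of 1.16 in C+Fc-GLP-1 mice (adjusted p = 2.09e-09, higher in 24 of 25 genes) and 0.86 in M+Fc-GLP-1 mice (adjusted p = 2.03e-06, higher in 22 of 25). Neutrophil genes rose by a median of 1.24 (adjusted p = 1.4e-06) and 1.04 (adjusted p = 1.27e-05), cytokine, chemokine and Toll-like receptor genes by 0.53 (adjusted p = 0.00289) and 0.45 (adjusted p = 0.00908) and interferon response genes by 0.22 (adjusted p = 0.0307) and 0.37 (adjusted p = 0.00908). HSC activation genes rose by a median of 0.68 in C+Fc-GLP-1 mice (adjusted p = 0.000371, fry adjusted p = 0.223, higher in 23 of 28 genes) and 0.71 in M+Fc-GLP-1 mice (adjusted p = 0.00136, fry adjusted p = 0.314, higher in 22 of 28). Extracellular matrix genes rose by 0.64 in C+Fc-GLP-1 mice (adjusted p = 2.3e-08, higher in 35 of 38). As the number of lists called was reached by other divisions of the arrays as well, the number of calls alone does not exclude chance. In untreated C mice, on other slides, HSC activation and extracellular matrix genes had medians of 0.62 and 0.81 over the same interval, and in untreated MCD mice -0.28 and -0.21, and the difference between treated and untreated mice was not tested.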

Figure 6c,e detail the inflammatory and HSC related gene sets commonly modulated by Fc-GLP-1 treatment after PH. 

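In C+Fc-GLP-1 mice the log2 signals of Tnf, Ccl2, Ifng, Gzmb, Prf1 and Ly6g 2 weeks after PH were compared with those at surgery. Tnf was at least 2.06-fold higher after PH, well above background on 3 of 4 arrays against 0 of 4 (adjusted p = 0.31 from limma). This bound fell to 1.22-fold with other processing and to 1.44-fold with 1 array left out. Ccl2 was at 2.14 ± 1.82 (SD, n = 4) against 1.79 ± 1.03, a log2 fold change of 0.35 (adjusted p = 0.889). Its sign followed single arrays, from -0.50 without C+Fc-GLP-1 replicate 1 after PH to 0.85. Ifng (Entrez gene 15978, chromosome 10, 118441046 to 118445894) changed by 0.17 (adjusted p = 0.895) and Gzmb (Entrez gene 14939, chromosome 14, 56258836 to 56262334) by 0.20 (adjusted p = 0.905). With 1 array left out Ifng ranged from -0.03 to 0.37 and Gzmb from -0.33 to 0.61, and with normexp and quantile normalization Ifng was at -0.07. Prf1 (Entrez gene 18646, chromosome 10, 61297751 to 61304684) rose from -1.44 ± 0.40 to -1.09 ± 0.24, by 0.36 (adjusted p = 0.557), and Ly6g (Entrez gene 546644, chromosome 15, 75155261 to 75159128) rose from -0.06 ± 0.21 to 0.36 ± 0.52, by 0.41 (adjusted p = 0.503). With the authors' values, Prf1 (0.79, adjusted p = 0.0143) and Ly6g (1.11, adjusted p = 0.00779) passed the threshold, each within a range of adjusted p that reached 0.801 and 0.799. None of the 6 genes passed it in the main analysis, and Tnf, Ifng and Gzmb lay near the background of the arrays.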

Validation of inflammatory genes revealed that *Tnfa*, *Mcp1*, *Ifng*, *Gzmb*, *Prf1* and *Ly6G* mRNAs were up-regulated in C+Fc-GLP-1 mice at 2 weeks post-PH compared with the values obtained in liver samples removed during the PH surgery (Fig. 6d), suggesting that continuation with the treatment with Fc-GLP-1 after PH, thereby during the liver regeneration process, promoted the activation of different immune cell populations such as monocytes, NK cells, cytotoxic T lymphocytes and neutrophils. 

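In M+Fc-GLP-1 mice Adgre1 was at 0.27 ± 0.47 (SD, n = 4) 2 weeks after PH, a log2 fold change of 0.55 against surgery (adjusted p = 0.699 from limma), and in C+Fc-GLP-1 mice its change was 1.42 (adjusted p = 0.243). The authors' values gave Adgre1 in C+Fc-GLP-1 mice a change of 1.99 (adjusted p = 0.00486, in a range up to 0.539). The interaction of diet and time for Adgre1 was -0.87 (adjusted p = 0.778). Tnf was at least 1.85-fold higher after PH in M+Fc-GLP-1 mice, well above background on 4 of 4 arrays against 0 of 4 (adjusted p = 0.377), while before PH it lay at the background in both treated groups, so that no difference between the diets in its change can be read from the arrays. The bound for Tnf fell to 1.28-fold with other processing. Ccl2 rose by 1.22 (adjusted p = 0.509), Prf1 rose by 0.32 (adjusted p = 0.609) and Ly6g fell by 0.33 (adjusted p = 0.607). With the authors' values Ly6g rose by 0.70 and Prf1 by 0.68 (adjusted p = 0.0341, in a range up to 0.899). Ifng was not well above background on any array of this group, and Gzmb was so on 2 arrays after PH and on none before.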

A similar profile was found in livers of the M+Fc-GLP-1 group with exacerbated increases in A*dgre1* (encoding F4/80) and *Tnfa* mRNAs after PH. Next, we performed a similar analysis with markers of HSC activation by comparing the values of liver samples collected 2 weeks post-PH with the values of the liver samples removed during the PH surgery. 

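Genes of HSC activation were compared between 2 weeks after PH and surgery in C+Fc-GLP-1 and M+Fc-GLP-1 mice. Mmp2 (Entrez gene 17390, chromosome 8, 92827290 to 92853421) rose from -2.71 ± 0.56 (SD, n = 4) to -0.98 ± 0.70 in C+Fc-GLP-1 mice, a log2 fold change of 1.74 (standard error 0.41, adjusted p = 0.0381 from limma, and 0.00202 adjusted over the list alone). It passed the threshold in 1 of 8 fits with 1 array left out, with an adjusted p of 0.173 without C+Fc-GLP-1 replicate 1 after PH, the highest of a range from 0.00353. In M+Fc-GLP-1 mice Mmp2 changed by 0.79 (adjusted p = 0.35). Col1a1 (Entrez gene 12842, chromosome 11, 94936224 to 94953042) rose by 1.71 in both groups (standard error 0.62, adjusted p = 0.177 in C+Fc-GLP-1 and 0.158 in M+Fc-GLP-1 mice). With the authors' values Col1a1 passed in both groups, with rises of 2.64 (adjusted p = 0.0023, in a range up to 0.499) and 2.2 (adjusted p = 0.00821, in a range up to 0.397). Acta2 rose by 0.66 (adjusted p = 0.593) and 0.96 (adjusted p = 0.397), and Tgfb1 by 0.29 (adjusted p = 0.763) and 0.72 (adjusted p = 0.358).

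Mmp9 was well above background on 2 arrays of C+Fc-GLP-1 and 1 array of M+Fc-GLP-1 mice after PH and on none before, at least 1.06-fold higher in C+Fc-GLP-1 mice, and was too dim to be tested. Fap rose by 0.51 (adjusted p = 0.661) and 0.37 (adjusted p = 0.768), the latter between -0.06 and 0.74 with 1 array left out. Dpp4 fell by 0.10 (adjusted p = 0.929) and fell by 0.46 (adjusted p = 0.598), with the authors' values giving a rise of 0.54 in C+Fc-GLP-1 mice. Dpp4 and Mmp2 of M+Fc-GLP-1 mice before PH each held 1 array far from the other 3. Over the named genes 2 passed the threshold in C+Fc-GLP-1 mice (Mmp2, and Fgf21, which fell by 2.27) and none in M+Fc-GLP-1 mice, where limma's unadjusted p was under the threshold for 2 of the 17 tested. From the rise of these mRNAs the paper concludes that Fc-GLP-1 given after PH enhanced HSC activation (Fig. 6f).

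**Figure D2:**
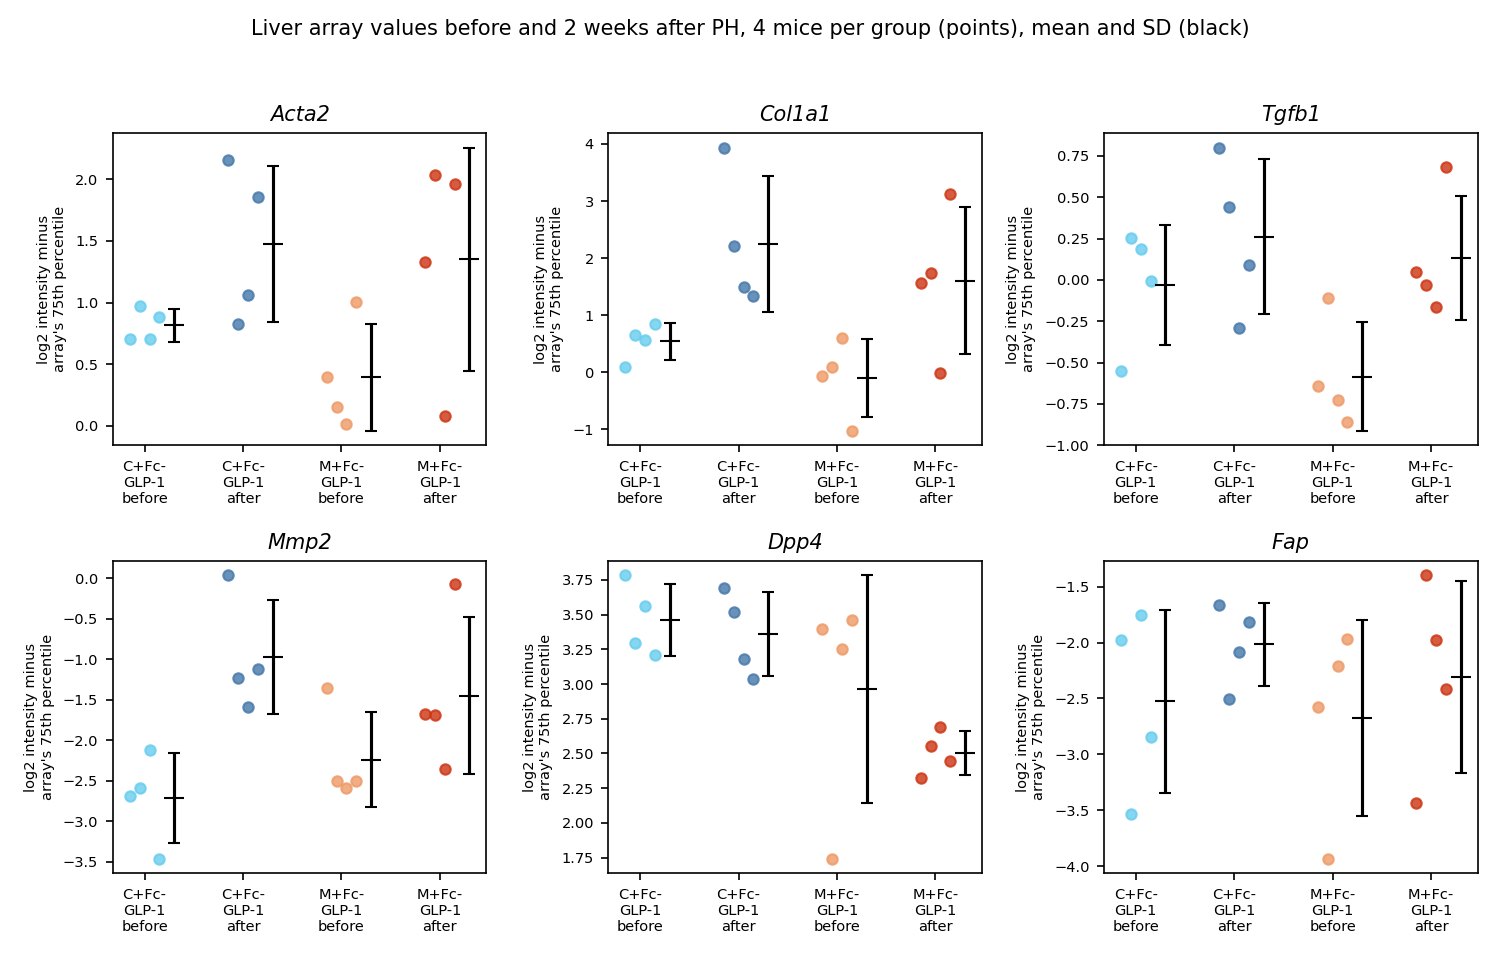
Log2 signal centred on the 75th percentile of each array (vertical axis) of Acta2, Col1a1, Tgfb1, Mmp2, Dpp4 and Fap. Values are from C+Fc-GLP-1 and M+Fc-GLP-1 mice before and 2 weeks after PH. Each point is an array, and bars give the mean and SD of 4 arrays. Mmp2 in C+Fc-GLP-1 mice has means of -2.71 before and -0.98 after PH.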

In both groups of Fc-GLP-1 treated mice, *Acta2*, *Col1a1*, *Tgfb*, *Mmp2*, *Mmp9*, *Dpp4* and *Fap* mRNAs were up-regulated, indicating enhanced HSC activation by Fc-GLP-1 administration after PH during the regenerative process (Fig. 6f). We also performed metabolomics focusing on HSC metabolism. As depicted in Fig. 6g (C + Fc-GLP-1 group) and 6h (M + Fc-GLP-1 group), at 2 weeks post-PH, levels of retinyl ester were significantly decreased in livers of mice receiving Fc-GLP-1 in parallel to an increase in its derived metabolites retinal and retinoic acid.

**Figure 6:**
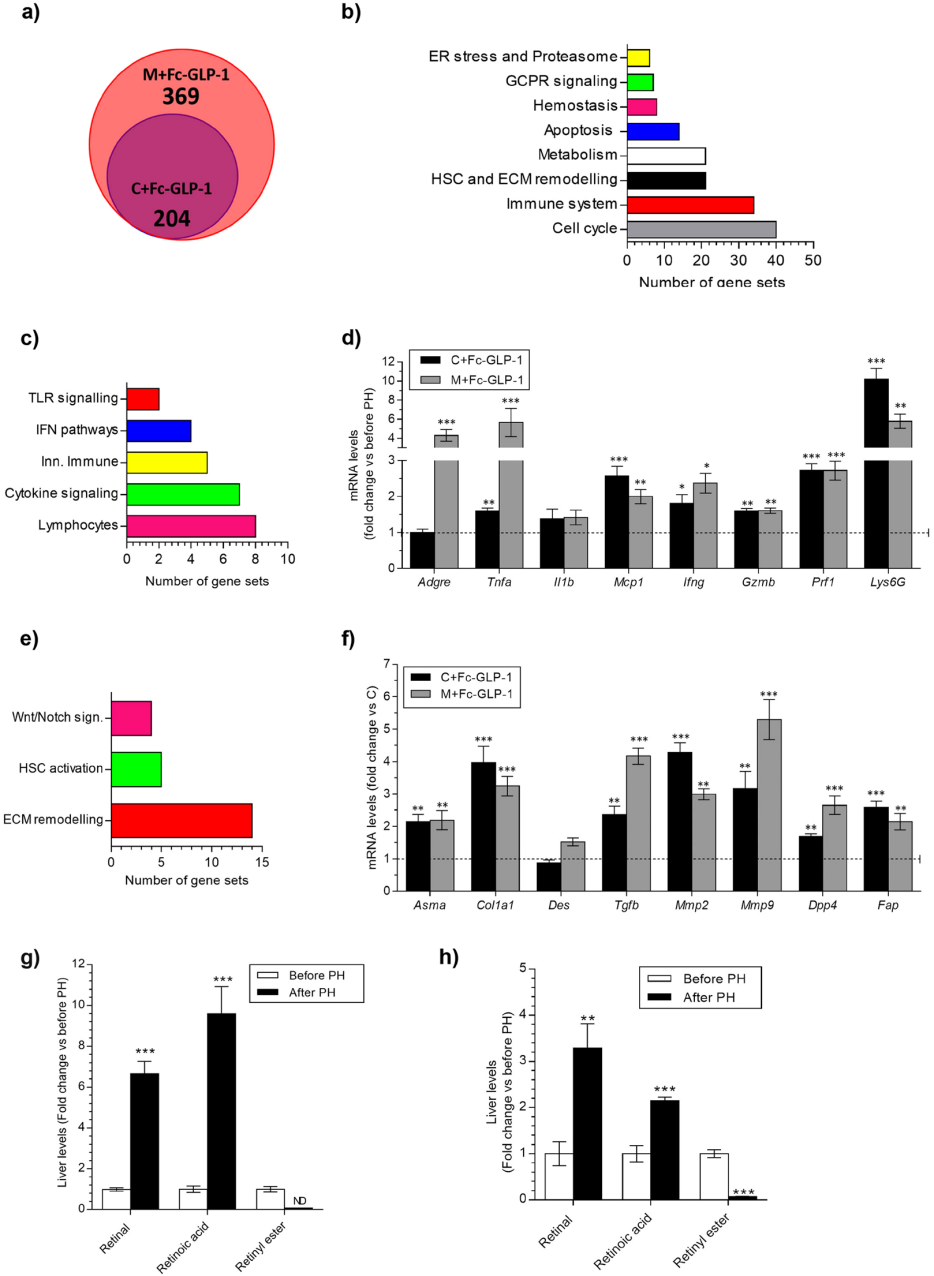
Comparison of the microarray data of livers from Fc-GLP-1 treated mice before and after PH by GSEA software. (**a**) Venn diagram of gene sets up-regulated in C+Fc-GLP-1 and M+Fc-GLP-1 groups 2 weeks after PH versus values of each individual group analyzed in liver samples removed in the hepatectomy (n = 4 mice/group). (**b**) Gene sets commonly up-regulated in both C+Fc-GLP-1 and M+Fc-GLP-1 groups versus values analyzed in liver samples removed in the hepatectomy. (**c**) Principal inflammatory gene sets up-regulated in Fc-GLP-1 treated animals 2 weeks post-PH versus values obtained in liver samples removed in the hepatectomy (n = 4 mice/group). (**d**) mRNA levels of pro-inflammatory cytokines, cytotoxic lymphocytes and neutrophils related genes analyzed 2 weeks after PH in comparison with values of each individual group measured in liver samples removed in the hepatectomy (n = 6 mice/group). (**e**) Principal HSC-related gene sets up-regulated in Fc-GLP-1 treated animals as indicated above (n = 4 mice/group). (**f**) mRNA levels of genes related to HSC activation in Fc-GLP-1- treated animals as indicated above (n = 6 mice/group). Fold change of hepatic levels of metabolites related to activation of HSC in C+ Fc-GLP-1 (**g**) and M+ Fc-GLP-1 (**h**) under conditions indicated above (n = 6 mice/group). *p < *0*.*05*, **p < *0*.*01*, ***p < *0*.*001 vs each group before PH according to one-way ANOVA with post-hoc Bonferroni test*.

### Fc-GLP-1 improved liver PLF, but did not alleviate NAFLD after PH in diet-induced obese (DIO) mice

The effect of Fc-GLP-1 in NAFLD and liver mass recovery was assessed in DIO mice (Supplementary Fig. 1B). Obese mice fed a HFD for 10 weeks were injected Fc-GLP-1 for 3 additional weeks. As expected, Fc-GLP-1 decreased body weight (Supplementary Fig. 9) and, as occurred in the MCD model, improved liver histology, reduced the NAS score and decreased hepatic *Fgf21* mRNA levels (Fig. 7a,b). After PH, Fc-GLP-1 doubled survival in mice fed a HFD (Fig. 7c), but did not enhance liver mass recovery (Fig. 7d). In agreement with data in non-obese MCD model, histopathologycal evidence of NAFLD was found 2 weeks after PH in DIO mice receiving Fc-GLP-1 (Fig. 7e). Likewise, we did not find differences in hepatic *Fgf21* mRNA and FGF21 plasma levels between the HFD and H+Fc-GLP-1 groups 2 weeks after PH (Fig. 7f). Inflammation, assessed by the analysis of mRNA levels of proinflammatory cytokines (Fig. 7g) and F4/80 immunostainning (Fig. 7h), together with activated HSC-related gene expression (Fig. 7i) and Sirius Red staining (Fig. 7j) was detected in H+Fc-GLP-1 mice 2 weeks after PH to a similar extend as in the HFD group. Altogether, these data in DIO mice reinforce the data from the MCD model regarding the lack of effect of Fc-GLP-1 in alleviating NAFLD in regerating livers.

**Figure 7:**
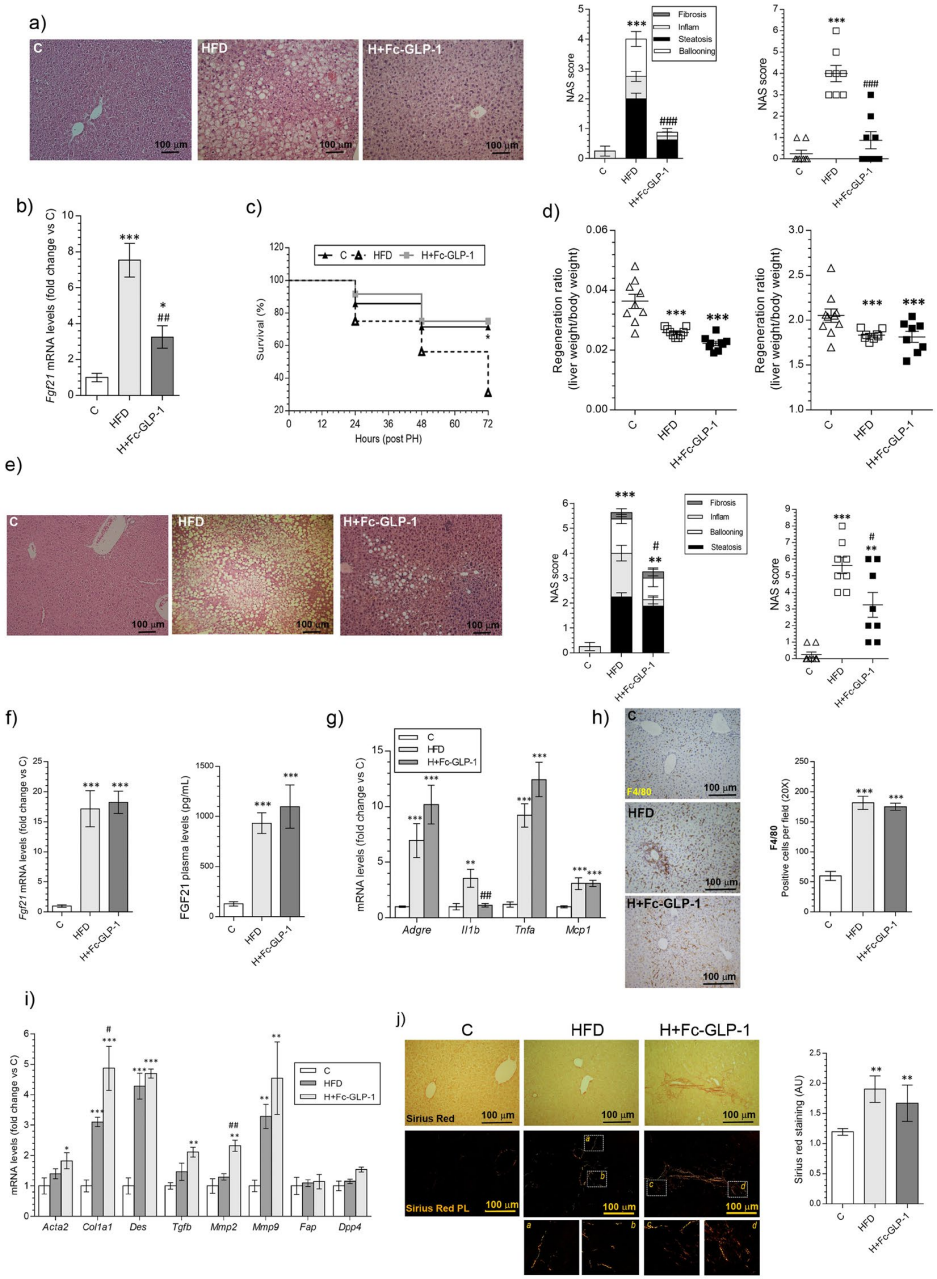
Fc-GLP-1 improved liver PLF, but did not alleviate NAFLD after PH in DIO mice. (**a**) Representative images of H&E from mice fed a chow diet (C) or high fat diet (HFD) untreated or treated with Fc-GLP-1 (H + Fc-GLP-1) (left panel) and evaluation of the NAS score (right panel) before PH (n = 9 mice/group). (**b**) Effect of Fc-GLP-1 on *Fgf21* mRNA levels before PH (n = 8 mice/group; *p = *0*.*028*, ^##^*p* = *0*.*007*). (**c**) Survival ratio after PH in the different animal groups (n = 14 mice in C, 18 mice in HFD and 12 mice in H + Fc-GLP-1; *p = *0*.*0375*). (**d**) Regeneration ratio determined 2 weeks after PH (n = 8 mice/group). (**e**) Representative images of H&E from mice fed a chow diet (C) or HFD untreated or treated with Fc-GLP-1 (H + Fc-GLP-1) 2 weeks after PH and histopathologycal evaluation of the NAS score (n = 8 mice; **p = *0*.*0019*, ^#^*p* = *0*.*0135*). (**f**) Effect of Fc- GLP-1 on *Fgf21* mRNA levels (n = 6 mice/group) and plasma FGF21 (n = 7 mice/group) analyzed at 2 weeks after PH. mRNA levels of genes related to inflammation (**g**) and HSC activation (**i**) (n = 6 mice/group). Representative images and quantification of F4/80 immunohistochemistry (3 random fields per mice; n = 4 mice/group) (**h**) and Sirius Red staining (**j**) at 2 weeks after PH (2 random fields per mice; n = 4 mice/group). *p < *0*.*05*, **p < *0*.*01*, ***p < *0*.*001 vs C group*; ^#^*p* < *0*.*05*, ^##^*p* < *0*.*01*, ^###^*p* < *0*.*001 vs MCD group according to one-way ANOVA with post-hoc Bonferroni test*.

## Discussion

During the last few years preclinical studies have demonstrated the efficacy of GLP-1R agonists in alleviating NASH^13,17,28–31^. GLP-1’s, therefore, represent a new therapeutic opportunity in tackling the global epidemic of this chronic liver disease. Here, we used two dietary intervention models in mice: MCD diet to induce NASH-like features in the context of leaness^32^ and HFD which induces obesity-associated fatty liver and metabolic disturbances, to demonstrate that Fc-GLP-1 alleviated NAFLD and improved survival following PH. These two divergent models of liver dysfunction were selected to explore the broad potential application and associated mechanisms of GLP-1 based therapies on various hallmark characteristics of NAFLD, as well as on hepatic regeneration following PH in differing metabolic contexts.

Microarray analysis of livers from MCD diet-fed mice identified different gene sets modulated by the treatment with Fc-GLP-1 for 2 weeks. Among them, we validated changes in inflammatory genes such as *Tnfa*, *Il1b*, *Adgre* (encoding F4/80) and *Mcp1*, all of them decreased by Fc-GLP1 that was also reflected by reductions in F4/80 immunostaining in liver sections. These data highlight the efficacy of Fc-GLP-1 in targeting macrophage infiltration. 

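Genes past the threshold that were higher or lower in MCD than in C mice were followed into the comparison of M+Fc-GLP-1 with MCD mice. Of the former, 82.3% moved back towards C with Fc-GLP-1, 391 of them past the limma threshold, and of the latter 83.7% moved back, 354 past the threshold. Over all genes the changes by diet and by Fc-GLP-1 had a correlation of -0.56 across genes, which are not independent replicates. The comparisons share the MCD arrays, which alone makes values move back. With 2 of the MCD arrays used for the diet and the other 2 for Fc-GLP-1, in each of 6 divisions, between 72.6% and 85.7% of the higher genes and between 72.5% and 80.0% of the lower genes still moved back, and the correlation lay between -0.48 and -0.40.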

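On the chow diet, Il1b and Adgre1 were not lower with Fc-GLP-1. Against C mice, C+Fc-GLP-1 mice had log2 fold changes of 0.78 for Il1b (adjusted p = 0.389 from limma) and 0.59 for Adgre1 (adjusted p = 0.629), and Tnf was well above background on 0 arrays of C+Fc-GLP-1 and 1 array of C mice. The interaction of diet and Fc-GLP-1, in which an additive difference between slides cancels, was -3.48 for Il1b (standard error 0.68, adjusted p = 0.00476) and -4.47 for Ccl2 (standard error 1.21, adjusted p = 0.0307). It was -2.25 for Adgre1 (adjusted p = 0.103). The interaction for Il1b lost the threshold with the authors' values (-2.06, adjusted p = 0.0578, in a range from 0.0011). That for Ccl2 lost it in 6 of 16 fits with 1 array left out, such as without C+Fc-GLP-1 replicate 2 (-4.19, adjusted p = 0.0564). It was also lost with normexp and quantile normalization (adjusted p = 0.0858) and with the authors' values (adjusted p = 0.0964, the highest of a range from 0.00121). The immune lists moved in the same direction in this interaction. Macrophages and Kupffer cells had a median of -2.34 (adjusted p = 2.33e-15), neutrophils -2.02, B cells and cytokines -1.54 each, interferon response -1.29 and NK cells -0.87, and all 6 were also called by fry.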

Fc-GLP-1 administration was also associated with a reduction in the activation of HSC in the MCD model. However, while *Col1a1* and *Tgfb* mRNAs were decreased with Fc-GLP-1 treatment, other markers such as *desmin*, *Mmp2*, *Mmp9* and *αSma* remained elevated. This result is intriguing but was reinforced by the visualization of HSC in the Disse space in livers from mice fed a MCD diet receiving treatment with Fc-GLP-1. Fc-GLP-1 also improved the fatty liver phenotype in DIO mice, confirming the efficacy of this GLP-1R agonist in obese and non-obese hepatic dysfunction linked to NAFLD.

It is noteworthy to mention that the direct effect of GLP-1R agonists in hepatic cells has been a subject of controversy. On one hand, several studies found expression of GLP-1R in hepatocytes^11,31,33,34^, whereas others indicated the opposite^35–38^. Tomas *et al*.^38^ demonstrated that GLP-1 9–36 suppress glucose production in isolated mouse hepatocytes. On the other hand, an *in vivo* study with the exenatide analog AC3174 showed reduced hepatic lipids in wild-type mice fed a high *trans*-fat diet, but not in mice lacking GLP-1R^15^. Whether the effects of Fc-GLP-1 in MCD diet- and HFD-fed mice are due to direct or indirect actions of GLP-1 on liver are not clear from these studies and require further investigation.

A relevant finding in our study was the improvement of post-PH liver failure in all the groups of mice administered Fc-GLP-1 regardless of the dietary intervention. This benefit was manifested by reduced mortality after PH. This issue might be of clinical interest since PLF is a major source of morbidity and mortality in patients undergoing liver resection with an incidence between 0.7 and 34% depending on the severity of the surgery^39^. More research will be needed to decipher the molecular basis for this effect; a possible explanation could be related to a hepatoprotective role of GLP-1. GLP-1 protects HepG2 cells against high glucose-induced apoptosis by reducing the pro-apoptotic genes Bak and Bax^40^. In the same study, elevations in PGC-1α were found upon GLP-1 treatment of hepatic cells. As PGC-1α is a master gene in the regulation of hepatic metabolism, both survival and improved metabolic function of liver cells might be crucial effects of Fc-GLP-1 to ensure a better recovery from PH. Alternatively, systemic effects of GLP-1 regarding whole-body metabolism could participate in this beneficial effect. Thus, administration of a GLP-1R agonist to patients undergoing liver resection in combination with the management principles recommended by the AASLD might synergize in the prevention of PLF occurrence.

Our recent work on the benefits of administration of G49, a dual GLP-1R/GCGR agonist, in liver regeneration during NASH^27^ prompted us to decipher whether this effect could be recapitulated with a selective GLP-1R agonist. A first unexpected finding was the manifested simptoms of NAFLD at 2 weeks post-PH in livers from mice treated with Fc-GLP-1 fed a MCD diet or HFD despite the marked improvements in liver histology already detected in those livers at the moment of the liver resection. Notably, sustained levels of Fc-GLP-1 in plasma were found in hepatectomized animals excluding a drop of drug levels as a potential explanation for the NAFLD detected after PH. At present, we cannot provide a rational explanation to the opposite effects of Fc-GLP-1 in PLF and liver mass recovery that might be related to the complexity of the regenerative process of the liver. During hepatic regeneration, increased activity of urokinase plasminogen activator (uPA) triggers extracellular matrix (ECM) remodeling involving cascades of metalloproteinase activation which lead to the release of active HGF in the ambient environment of hepatocytes and in circulation and this is followed by a plethora of events to restore the architecture of the liver^41,42^. In this scenario, the intrahepatic environment during regeneration, markedly different from that of the quiescent liver, might impact on the efficacy of the GLP-1R agonist in ameliorating NAFLD. Indeed, microarray analysis showed 7 gene sets related to ECM including ECM receptor interaction, regulation of actin cytoskeleton and TGFβ signaling up-regulated in M + Fc-GLP-1 at 2 weeks post- PH *versus* values of the same group measured in liver samples removed in the liver resection (Supplementary Fig. 10), suggesting a possible effect of Fc-GLP-1 in ECM remodeling after PH. 

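In M+Fc-GLP-1 mice extracellular matrix genes had a median log2 fold change of 0.27 and a mean of 0.53 between surgery and 2 weeks after PH (adjusted p = 1.27e-05 from camera, fry adjusted p = 0.123), with 29 of 38 genes higher, 3 past the limma threshold and 7 adjusted over the list alone. Actin cytoskeleton genes had a median of 0.29 (adjusted p = 0.00908, fry adjusted p = 0.314), with 31 of 39 genes higher. TGFβ signalling genes, with a median of 0.07 (adjusted p = 0.591), were not called. Time and slide cannot be told apart in this comparison.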

Interestingly, in pancreatic tissue of diabetic rats treated subcutaneously with a GLP-1R agonist for 10 weeks, αSMA, collagen III, MMP2 and MMP9 were increased^43^. In this study it was suggested the existence of pancreatic stellate cells within the pancreatic tissue that may be highly sensitive to drugs such as GLP-1R agonists and more susceptible to be activated to cause chronic inflammatory disease. 

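Lists of B cell and MHC class II genes and of NK and cytotoxic T cell genes were compared between 2 weeks after PH and surgery in M+Fc-GLP-1 mice. Neither was called by camera. B cell and MHC class II genes had a median log2 fold change of 0.29 (adjusted p = 0.0817, higher in 16 of 22 genes) and NK and cytotoxic T cell genes -0.16 (adjusted p = 0.801, higher in 8 of 23). Genes of apoptosis and p53 had a median of 0.09 and a mean of 0.26 (adjusted p = 0.0569). In C+Fc-GLP-1 mice both immune lists were higher after PH, with medians of 0.73 (adjusted p = 4.76e-06, higher in 22 of 22 genes, fry adjusted p = 0.0153) and 0.32 (adjusted p = 0.00513, higher in 18 of 23, fry adjusted p = 0.106). The interaction of diet and time was called for NK and cytotoxic T cell genes, with a median of -0.39 (adjusted p = 0.0343), and was not by fry (adjusted p = 0.479).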

In fact, genes related to adaptive immune system were up- regulated in M + Fc-GLP-1 mice post-PH (Supplementary Fig. 11) which might reflect an immune response to face apoptosis triggered by liver resection. Therefore, changes in ECM and adaptive immunity and probably additional processes associated with the restoration of liver mass after PH might confer a less adequate environment for Fc-GLP- 1 action. Altogether, these data suggest that Fc-GLP-1 exhibits reduced efficacy in the context of NAFLD plus liver resection, an observation with a potential relevance in the clinical settings. Thus, more research will be needed to understand whether this complex issue can be translated to human patients with this chronic liver disease.

A rationale to explain the opposite effects of G49, a dual GLP-1R/GCGR agonist^27^, and Fc-GLP-1 in liver mass recovery may be due to their different roles in glucose metabolism. Coordinated glucose metabolism is a prerequisite for normal liver regeneration. Following PH, the reduction in liver mass leads to hormonal changes that shift glucose metabolism towards glycogenolysis and gluconeogenesis in the remnant liver^44^ and promote glucose utilization towards the pentose phosphate cycle to provide NADPH for lipid and DNA synthesis^45^. Thus, the action of G49 via GCGR may result in enhanced hepatic glucose mobilization providing appropriate metabolic intermediaries necessary to drive liver regeneration following PH^27^. Regarding the effect of GLP-1 alone in intrahepatic glucose content, exendin-4 was reported to increase glycogen synthesis in murine hepatocytes^46^, likely contributing to the replenishment of hepatic glucose stores. However, we did not find differences in glycogen stores among mice fed a MCD diet with or without Fc-GLP-1 treatment, excluding differences in hepatic glycogen as the responsible for the lack of effect of Fc-GLP-1 in hepatic regeneration in the context of NASH-like features. In addition, as GLP-1 has been shown to reduce gluconeogenesis^47^ which, as stated above, is necessary to provide fuel for liver regeneration, this effect might limit its efficacy for the recovery of the liver mass after PH. Interestingly, liver mass recovery was also decreased in mice with normal liver treated with Fc-GLP-1, similar to that reported in rats treated with liraglutide following PH^48^. It was suggested that this effect was due to reductions in TAG, since lipids are fuel for liver mass recovery. Thus, it is possible that the decreased TAG content in livers from mice with normal liver treated with Fc-GLP-1 for 2 weeks before PH might limit the lipid availability required for regeneration.

In conclusion, our results shed light into the differential effects of a long-acting GLP-1R agonist in improving NAFLD and PLF in the context of obesity and leaness, but decreasing liver mass recovery after PH. Since the current epidemic of end-stage liver diseases, including NAFLD, limits liver transplantation, more preclinical studies are needed to test the efficacy of drugs such as G49 and to identify new therapeutic targets.

## Materials and Methods

### Animals, diets, PH and treatments

8 week-old male C57Bl/6 mice were fed a chow diet or MCD diet (TD-90262 Harlan-Tecklad, Indianapolis, USA) for one week, at which time liver damage is already observed^27^. Mice were subsequently divided into 4 groups as follows: mice that continued receiving chow diet for 2 additional weeks (C), mice fed a chow diet and subcutaneously (s.c.) injected Fc-GLP-1 (GLP-1(7–36)NH2 sequence HGEGT FTSDV SSYLE GQAAK EFIAW LVKGG-Fc at 10 nmol/kg every two days (C + Fc-GLP-1), mice that continued with MCD diet (MCD) and mice fed a MCD diet and injected Fc-GLP-1 (M + Fc-GLP-1). Both C and MCD groups were injected with vehicle (saline). Then, mice were subjected to 70% PH as described^49^, after that animals were maintained on similar diet and Fc-GLP-1 treatment. Mice were sacrificed 15 days after PH and livers were removed, weighed, and normalized to body or brain weight. Another cohort of mice was fed a HFD (60% of calories from fat, TD-06414) for 10 weeks, injected Fc-GLP1 (H + Fc-GLP-1) or vehicle (HFD) for 3 additional weeks and subjected to 70% PH. Animals were subsequently maintained on the same diet and treatment with Fc-GLP- 1 and sacrificed 2 weeks post-PH. Animal experimentation was approved by the Ethic Committee at Spanish Researh National Council (CSIC. Spain) and was conducted accordingly to accepted guidelines for animal care of Comunidad de Madrid (Spain).

### Synthesis of Fc-GLP-1

GLP-1 analogue G8, E22,G36-GLP-1 (referred as Fc-GLP-1) was genetically fused to the N-terminus of a human IgG4 Fc via a (G4S)3 flexible linker in a mammalian expression vector as previously described^50^. The GLP-1 Fc-fusion protein was transiently expressed in Chinese hamster ovary cells under serum-free conditions. Cleared culture supernatant was loaded directly onto MapSelect SuRe column equilibrated with PBS (pH 7.2). GLP-1 Fc-fusion was eluted with a gradient (15 column volumes) 50 mM sodium acetate, pH 3.65. Pooled fractions were equilibrated to 25 mM Histidine, 7% Sucrose, 0.02% polysorbate 80, pH 6.0 by tangential flow filtration using a 30 kDa cut-off filter. The purified GLP-1 Fc-fusion contained at least 98.6% monomer when characterized by HPLC-SEC analysis. Intact mass of the constructs was confirmed by mass spectrometry and concentration assessed (absorption at 280 nm)^16^.

### Analysis of Fc-GLP-1 levels in mouse plasma

The concentration of Fc-GLP-1 present in mouse plasma samples was estimated from its agonist activity against the human GLP-1R expressing CHO cell line. Reference Fc-GLP-1 peptide was spiked into naïve mouse plasma at a known concentration to generate a standard curve to determine the amount of active peptide in each related plasma test sample. All samples were serially diluted in assay buffer in duplicate and incubated with cells for 30 min at RT before detection with the cAMP dynamic 2 HTRF assay (Cisbio assays, Bedford, MA) as described previously^51^. Plasma test samples were plotted using the same top concentration as the equivalent reference. EC50 values obtained using this method were then used to calculate: sample ratio = sample EC50/EC50 reference peptide-spiked plasma sample and estimated concentration = Known top concentration of peptide- spiked plasma sample/sample ratio.

### Serum cytokine detection assay

Serum samples were collected and immediately frozen at −80 °C. TNFα, IL6, IL1β and MCP-1 were determined using Luminex 100 IS (Merck Millipore, Darmstadt, Germany).

### Determination of alanine aminotransferase (ALT) levels

ALT activity was determined in plasma using Reflotron strips (Roche Diagnostics, Barcelona, Spain), according to the manufacturer’s instructions.

### Plasma levels of insulin and FGF21

Plasma insulin was analyzed by ELISA (Mercodia Insulin ELISA, Ref. 10–1113) and plasma FGF21 was detected with the FGF21 ELISA (Biovendor, Ref. RD291108200R).

### Liver histology

Paraffin-embedded liver biopsy sections were stained with Hematoxylin & Eosin and evaluated by a single blinded hepatopathologist. Steatosis was assessed as outlined by Kleiner *et al*.^52^ grading percentage involvement by steatotic hepatocytes as follows: grade 0, <5%; grade 1, 5–33%; grade 2, >33–66%; and grade 3, >66%. In addition, Brunt’s histological scoring system^53^ was used to evaluate the degree of hepatocellular ballooning and lobular inflammation (grade of activity) as well as the stage of fibrosis. Minimal criteria for the histological diagnosis of definite NASH included the combined presence of grade 1 steatosis, hepatocyte ballooning, and lobular inflammation with or without fibrosis.

### Transmission electron microscopy (TEM) and immunohistochemistry

Liver samples were fixed in glutaraldehyde (2%) plus 4% *p-*formaldehyde for 60 min. Samples were post-fixed in 1% osmium tetroxide for 60 min at 25 °C, stained with uranyl acetate (5 mg/mL) for 1 h at 25 °C, dehydrated in acetone and embedded in Epon 812 (EMbed 812; Electron Microscopy Science, Hatfield, PA). Ultrathin sections, unstained or post- stained with uranyl acetate and lead hydroxide were examined under a Morgagni 268D TE microscope (FEI, Hillsboro, OR) equipped with a Mega View II charge-coupled device camera (SIS, Soft Imaging System GmbH, Munster, Germany) and analyzed with AnalySIS software (SIS). Liver immunohistochemistry was performed as previously described^54^. The antibodies used were anti-F4/80 (MCA497, Serotec) and anti-αSMA (A2547, Sigma). Sirius staining was performed as previously described^27^.

### Determination of intrahepatic triglyceride (TG) content

Hepatic lipids were extracted as described^55^. After purification, lipids were re-suspended in isopropyl alcohol and TG were analyzed with a colorimetric kit (Biosystems, Barcelona, Spain).

### Determination of intrahepatic glucose and glycogen

Glycogen content was quantified as previously described^56^ with modifications. Briefly, frozen tissue samples were dissolved in 30% KOH by immersion in boiling water for 1 h. Glycogen was precipitated by the addition of ice-cold absolute ethanol and storing the samples overnight at −20 °C in 2 mL tubes. The resulting pellet from a 1,000 × g centrifugation was re-dissolved in H_2_O and precipitated again with ice-cold ethanol. The purified glycogen was then hydrolyzed to glucose by amyloglucosidase and the liberated glucose was quantified using the glucose oxidase enzymatic method (Biosystems, Barcelona, Spain). Free intrahepatic glucose was analyzed in samples before amyloglucosidase treatment.

### Quantitative real-time PCR analysis

Total RNA was extracted with Trizol® reagent (Invitrogen, Madrid, Spain) and reverse transcribed using a SuperScript™ III First- Strand Synthesis System for qPCR following the manufacturer’s protocol (Invitrogen). qPCR was performed with an ABI 7900 sequence detector. Primer-probe sets for mouse genes indicated in Figure Legends were purchased as predesigned TaqMan gene expression assays (Thermo Fisher Scientific, Madrid, Spain). For *Ifng*, *Gzmb*, *Prf1* and *Ly6G* mRNA determination primer sequences are available upon request.

### Microarray analysis

To discover differential liver gene expression, we performed microarray gene expression study by a SurePrint G3 mouse GE 8 × 60 K array (Agilent, Santa Clara, CA). Quality of the RNA samples was ensured in a Bioanalyzer 2100. The microarray comprises over 55,681 probe sets representing more than 39,430 well- substantiated mouse genes. Processing, normalization and differential expression was performed using limma Bioconductor package^57^. Enrichment of gene sets of interest were identified by Kyoto Encyclopedia of Genes and Genomes (KEGG) and REACTOME collections of MSigDB Molecular Signatures Database (MSigDB) by Gene Set Enrichment Analysis (GSEA) software (Broad Institute, USA) as described by Mootha *et al*.^58^. Raw and normalized microarray data have been uploaded GEO database (accession number GSE119725).

### Metabolomic analysis

A detailed description of the metabolomics analysis was previously described^27^.

### Statistical analysis

Data are reported as the mean ± SEM. Normal distribution was assessed by two different tests, Shapiro-Wilk and Kolmogorov-Smirnov. To determine the effects of diet or Fc-GLP-1 treatment, one-way ANOVA or Kruskal-Wallis followed by a Bonferroni or Dunn’s test, respectively, was carried out. The *p* values presented in figures and tables corresponded to post hoc test. For the survival studies, statistical analysis of Kaplan-Meier curves was performed with a Log-rank (Mantel- Cox) Test. For the body weight curve in DIO mice, a Student’s *t*-test was carried out. All statistical analyses were performed using the GraphPad Prism 5.0 software (GraphPad Software Inc., San Diego, CA, USA) and SPSS 15.0 software (SPSS, Inc., Chicago, IL, USA). Differences were considered statistically significant at *p* < 0.05. The statistical analysis for metabolomics and microarray data were previously described^27^.

## Electronic supplementary material

Supplementary Material

# Supplementary material for: Differential Effects of a Glucagon-Like Peptide 1 Receptor Agonist in Non-Alcoholic Fatty Liver Disease and in Response to Hepatectomy
**Source:** Sci Rep. 2018 Nov 7;8:16461. doi: 10.1038/s41598-018-33949-z

## **SUPPLEMENTARY MATERIAL**

### **DIFFERENTIAL EFFECTS OF A GLUCAGON-LIKE PEPTIDE 1 RECEPTOR AGONIST IN NON-ALCOHOLIC FATTY LIVER DISEASE AND IN RESPONSE TO HEPATECTOMY**

M. Pilar Valdecantos<sup>1,2#</sup>, Laura Ruiz<sup>1,2</sup>, Virginia Pardo<sup>1,2</sup>, Luis Castro-Sanchez<sup>3</sup>, Carmelo García-Monzón<sup>4,5</sup>, Borja Lanzón<sup>6</sup>, Javier Rupérez<sup>6</sup>, Coral Barbas<sup>6</sup>, Jaqueline Naylor<sup>7</sup>, James L. Trevaskis<sup>8</sup>, Joseph Grimsby<sup>8</sup>, Cristina M. Rondinone<sup>8</sup> and Ángela M. Valverde<sup>1,2#</sup>.

<sup>1</sup>Instituto de Investigaciones Biomédicas Alberto Sols (Centro Mixto CSIC-UAM), Arturo Duperier 4, 28029 Madrid, Spain. <sup>2</sup>Centro de Investigación Biomédica en Red de Diabetes y Enfermedades Metabólicas Asociadas (CIBERdem), ISCIII, 28029 Madrid, Spain. <sup>3</sup>CONACyT-University of Colima, Colima 28045, Mexico. <sup>4</sup>Liver Research Unit, Santa Cristina University Hospital, Instituto de Investigación Sanitaria Princesa, Madrid 28009, Spain. <sup>5</sup>Centro de Investigación Biomédica en Red de Enfermedades Hepáticas y Digestivas (CIBERehd), ISCIII, 28029 Madrid, Spain. <sup>6</sup>Centre for Metabolomics and Bioanalysis (CEMBIO), Faculty of Pharmacy, Universidad San Pablo CEU, Campus Monteprincipe, Boadilla del Monte, 28668, Madrid, Spain. <sup>7</sup>MedImmune LTD, Cambridge, UK, <sup>8</sup>MedImmune LLC, Gaithersburg, MD 20878, USA.

**Supplementary Table 1:** Summary of microarray data performed in livers from mice fed chow or MCD diet treated with Fc-GLP-1.

**Supplementary Table 2:** Specific pathways related to the gene sets down-regulated in M+Fc-GLP-1-treated mice versus the MCD group.

*R; Reactome database. K; KEGG database.*

**Supplementary Table 3:** Summary of the microarray analysis performed in livers from the different experimental groups at 2 weeks after partial hepatectomy

**Supplementary Table 4:** Summary of microarray analysis comparing Fc-GLP-1-treated mice under chow or MCD diet before (T0) and 2 weeks (T14) after partial hepatectomy.

**Supplementary Table 5:** Specific pathways related to the different gene sets commonly up-regulated in both C+Fc-GLP-1 and M+Fc-GLP-1 groups 2 weeks after partial hepatectomy versus values of the respective liver samples removed in the hepatectomy.

*R; Reactome database. K; KEGG database.*

## LEGENDS TO SUPPLEMENTARY FIGURES

**Supplementary Figure 1:** **A)** Experimental design for the study of treatment with Fc-GLP-1 in a non-obese model of NASH and hepatic regeneration in mice. **B)** Experimental design for the study of treatment with Fc-GLP-1 in an obese model of NASH and hepatic regeneration in mice.

**Supplementary Figure 2:** Plasma levels of Fc-GLP-1 sampled 48 h after an injection during the liver regeneration phase (n=6 mice/group).

**Supplementary Figure 3:** Insulin plasma levels in different experimental groups two weeks after PH. (n=6 mice/group). \*\*\* $p < 0.001$  vs C group according to one way ANOVA with post-hoc Bonferroni test.

**Supplementary Figure 4:** Gene sets significantly down-regulated (FDR<0.25) in M+Fc-GLP-1 treated mice versus MCD diet-fed animals in the microarray analysis (n=4 mice/group). The analysis was performed 2 weeks after PH.

**Supplementary Figure 5:** Changes of intrahepatic glycogen levels in the experimental groups. \* $p < 0.05$ , \*\*\* $p < 0.001$  vs C group according to one way ANOVA with post-hoc Bonferroni test (n=6-8 mice/group)

**Supplementary Figure 6:** **A)** Experimental study design for the effect of treatment with Liraglutide in a non-obese model of NASH and hepatic regeneration in mice. **B)** Survival ratio after PH in different animal groups. **C)** Representative images of H&E staining from mice fed with standard chow diet (C) or MCD diet untreated or treated with Liraglutide (C+Lira, M+Lira). **D)** Effects of liraglutide on ALT plasma levels after PH. **E)** Regeneration ratio determined at 2 weeks post-PH. \*\* $p < 0.01$ , \*\*\* $p < 0.001$  vs C group according to one way ANOVA with post-hoc Bonferroni test (n=6 mice/group).

**Supplementary Figure 7:** TEM images of liver sections from chow and MCD diet-fed mice after PH showing lipid droplets (LD), hepatic stellate cells (SC), Kupffer cells (KC) in the sinusoidal space (SS) and recruited immune cells (RIC).

**Supplementary Figure 8:** **A)** Gene sets significantly up-regulated ( $FDR < 0.25$ ) in livers of C+Fc-GLP-1-treated animals after PH versus values obtained from the same group of mice in liver samples removed in the hepatectomy surgery ( $n=4$  mice/group). **B)** Gene sets groups significantly up-regulated ( $FDR < 0.25$ ) in M+Fc-GLP-1 mice under conditions described above ( $n=4$  mice/group).

**Supplementary Figure 9:** Mice were fed a HFD for 10 weeks and then divided into 2 groups as follows: mice that continued receiving a HFD and injected vehicle (HFD) and mice fed a HFD treated with Fc-GLP-1 (H+Fc-GLP-1) for a further 3 weeks. Then, PH was performed and mice were sacrificed after 2 weeks. Evolution of body weight along the experimental protocol ( $n=5-6$  mice/group).

**Supplementary Figure 10:** Heat maps corresponding to up-regulated gene families related with remodeling of the ECM in M+Fc-GLP-1 animals 2 weeks after PH compared with values obtained from the same group of mice in liver samples removed in the hepatectomy.

**Supplementary Figure 11:** Heat maps corresponding to up-regulated gene families related with adaptive immune responses in M+Fc-GLP-1 animals 2 weeks after PH compared with values obtained from the same group of mice in liver samples removed in the hepatectomy.

**A)**

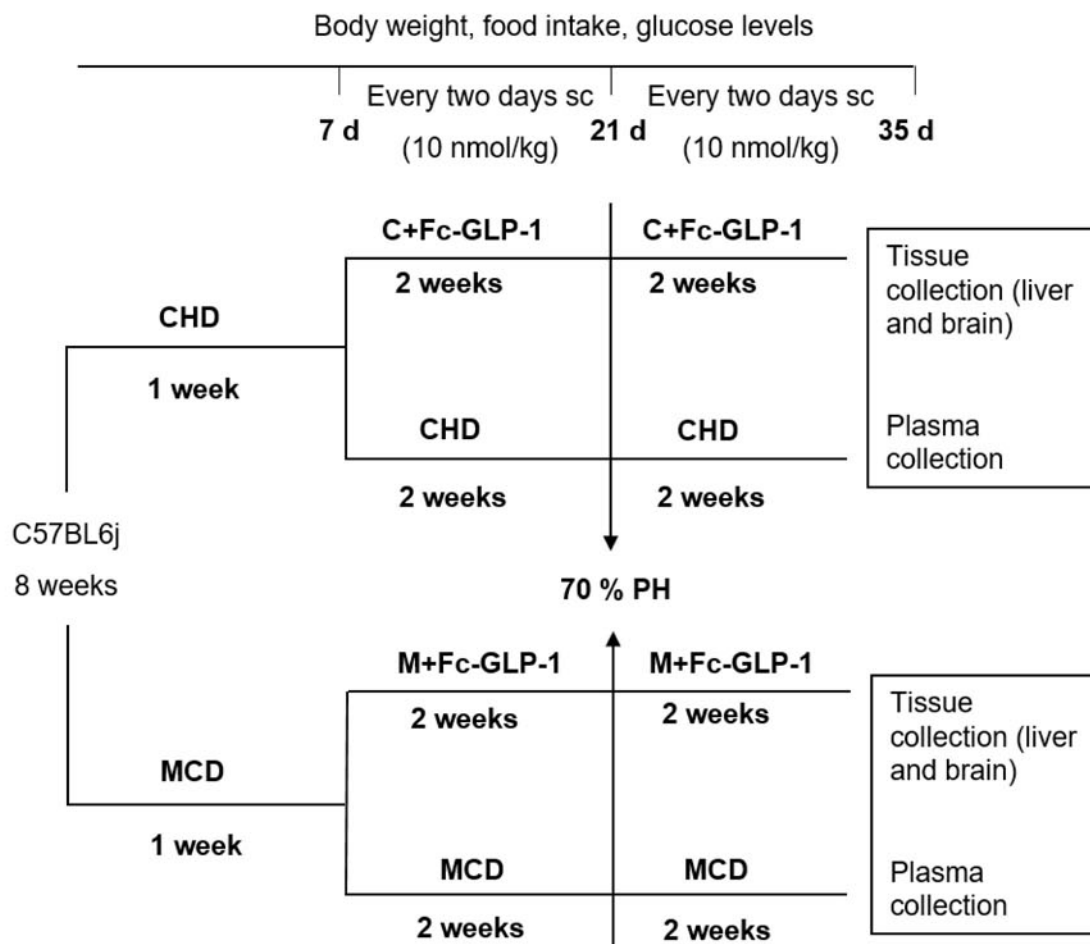

**B)**

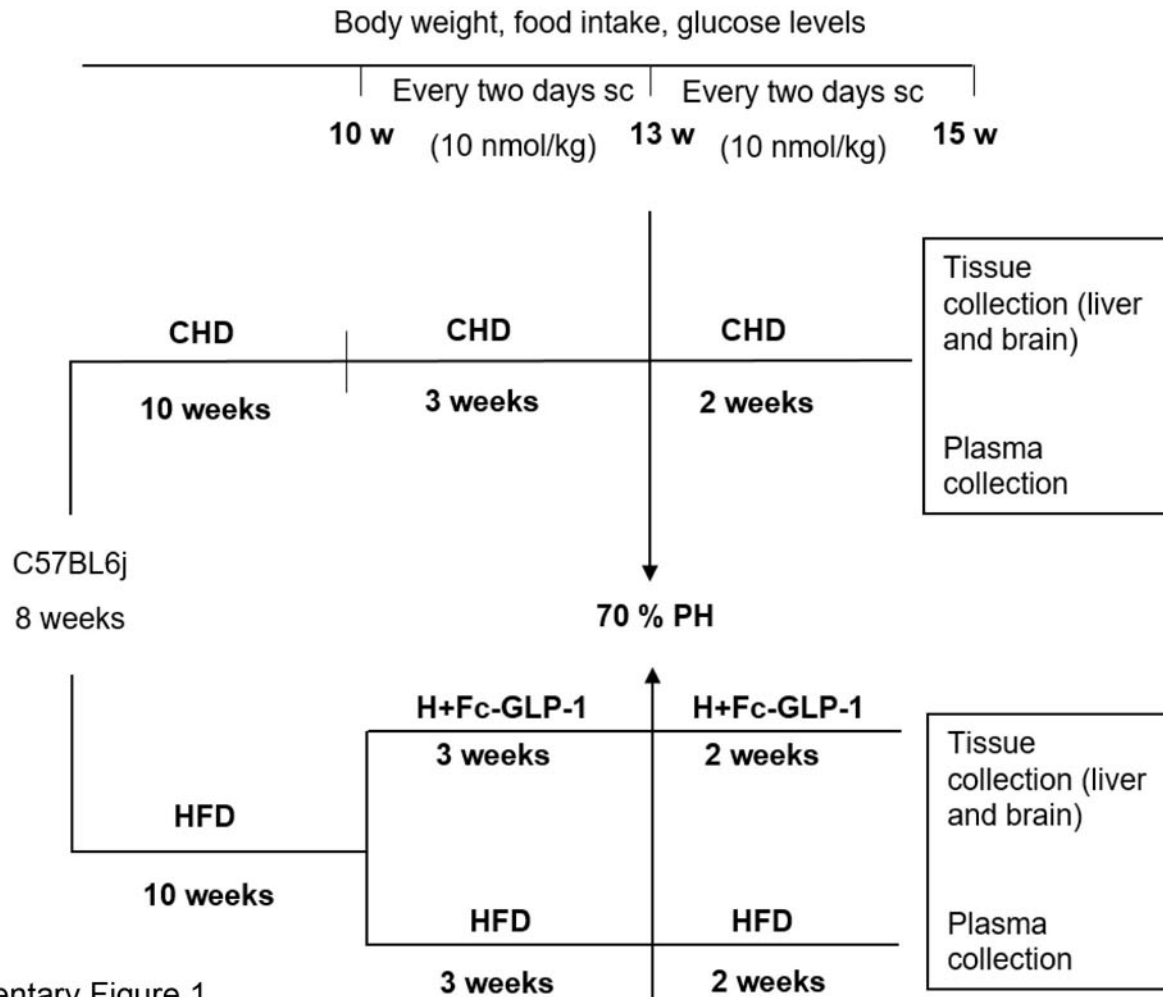

Supplementary Figure 1

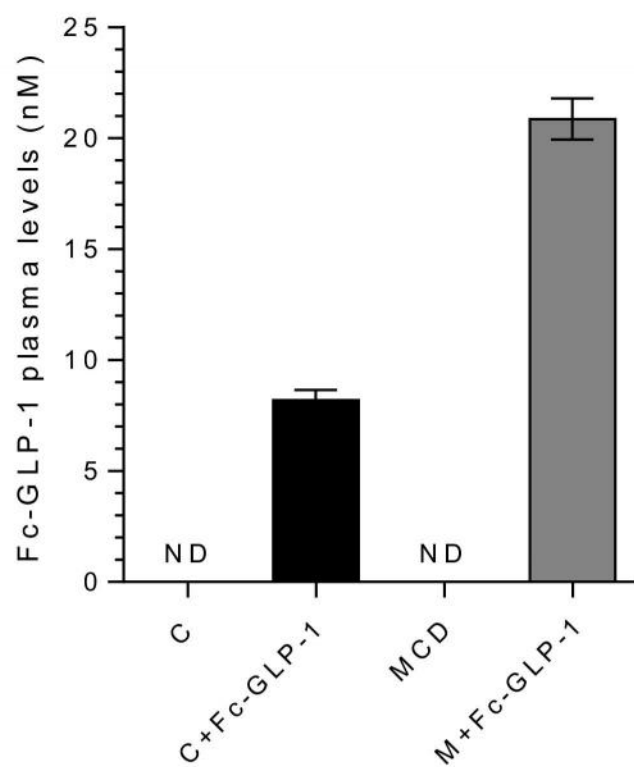

ND= non-determined

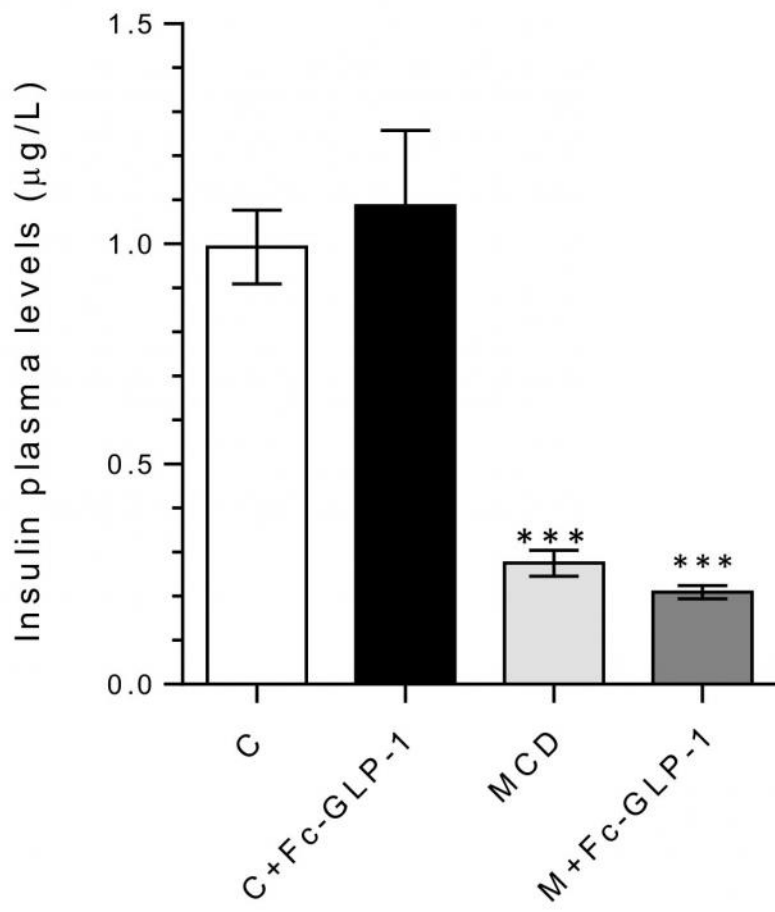

Supplementary Figure 3

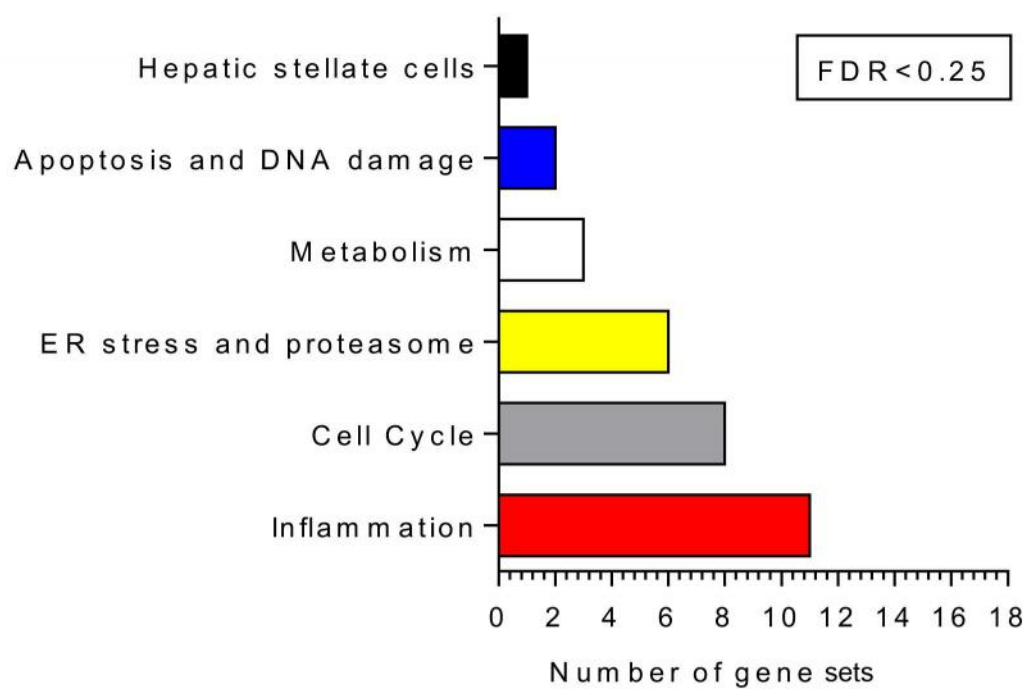

Supplementary Figure 4

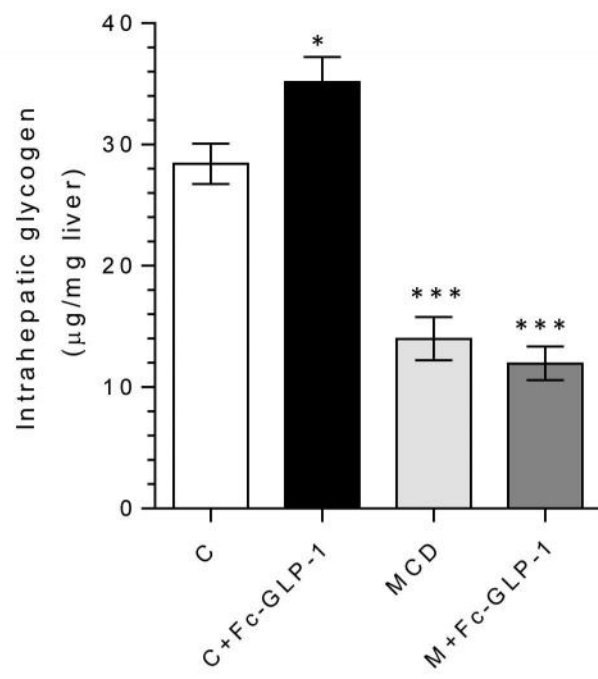

Supplementary Figure 5

A)

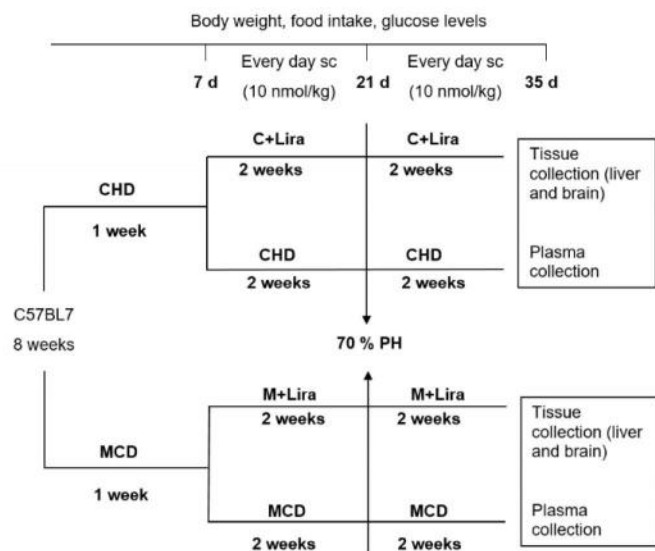

B)

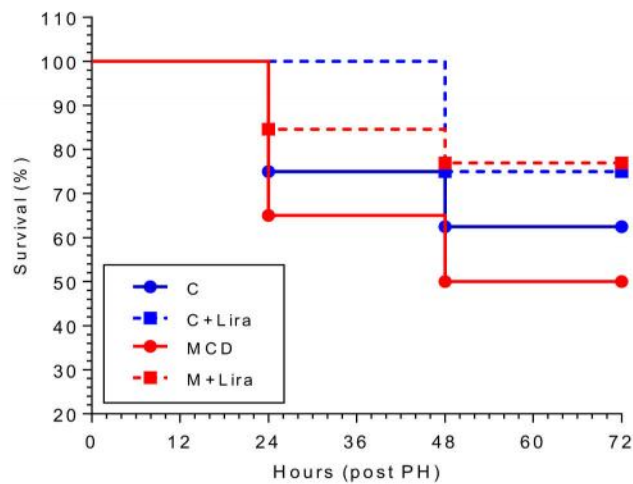

C)

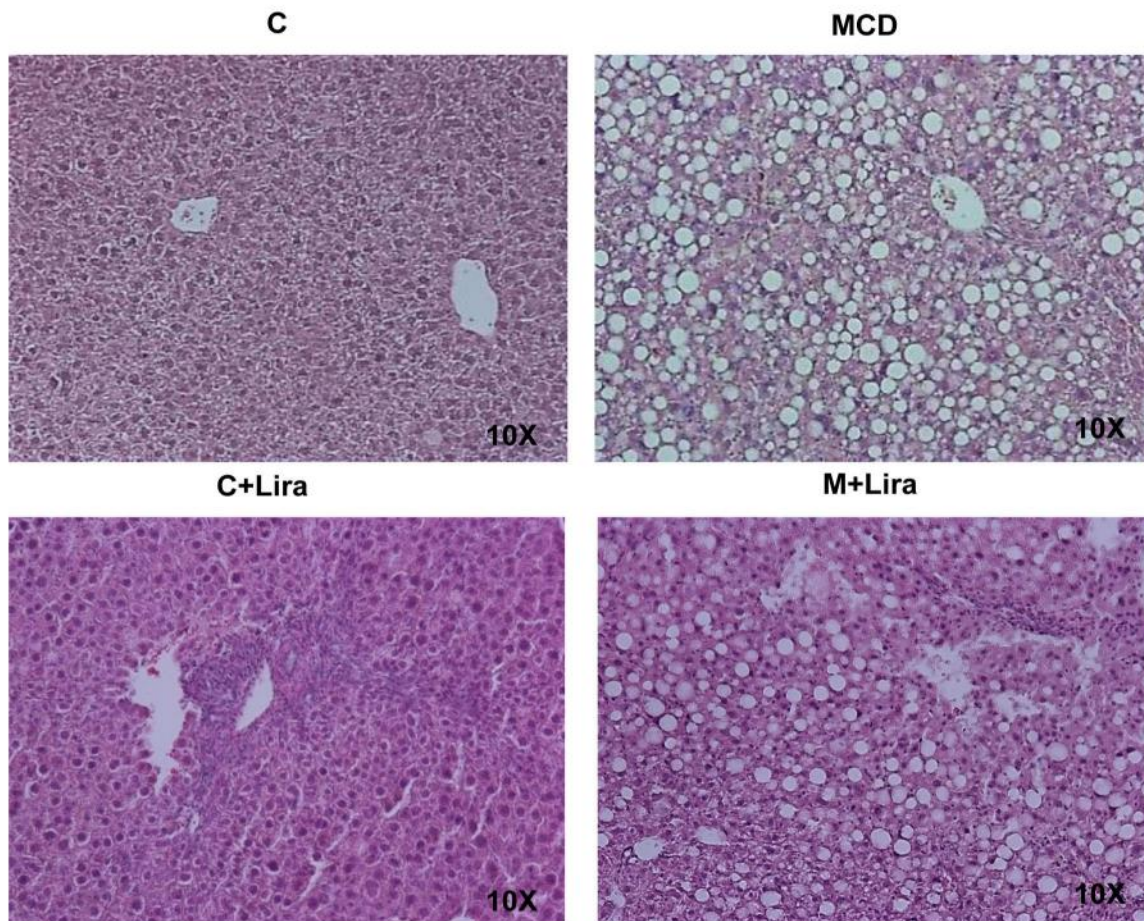

D)

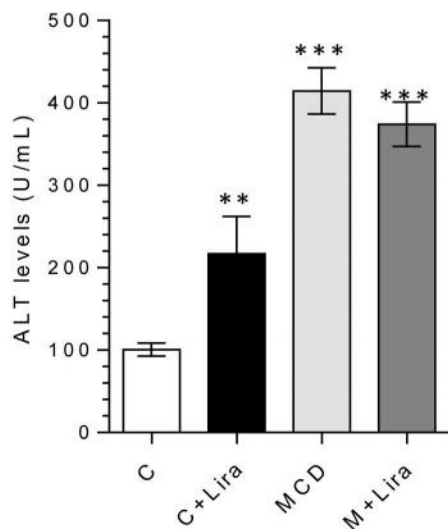

E)

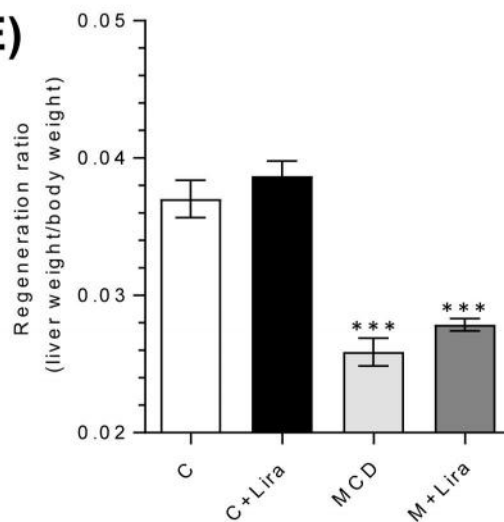

CHD

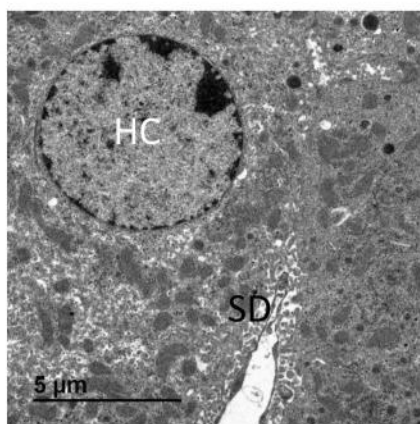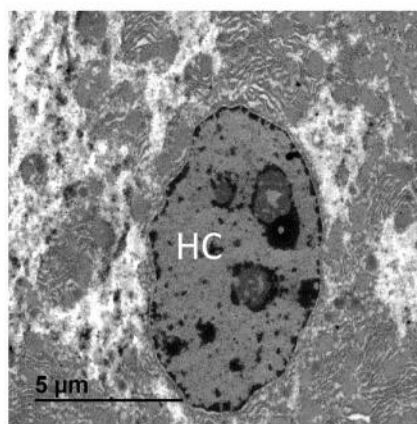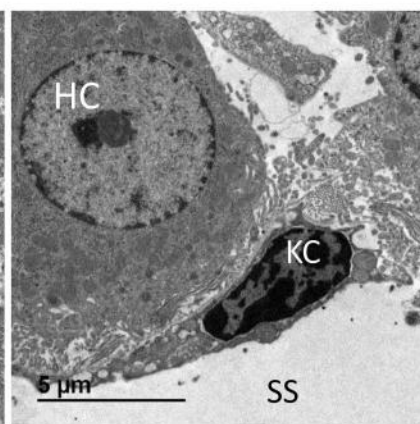

MCD

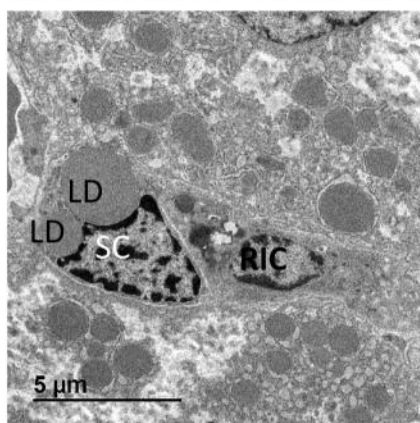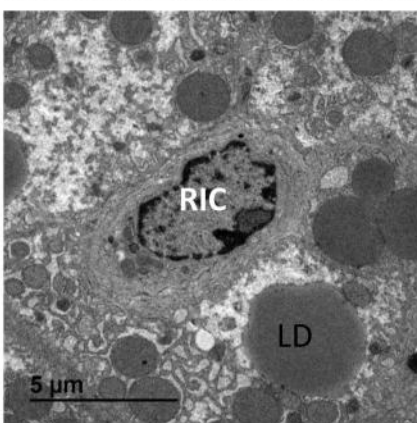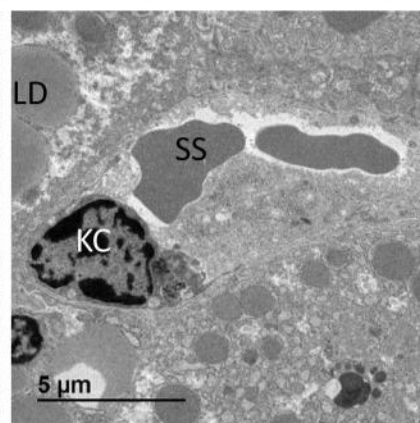

Supplementary Figure 7

**A)**

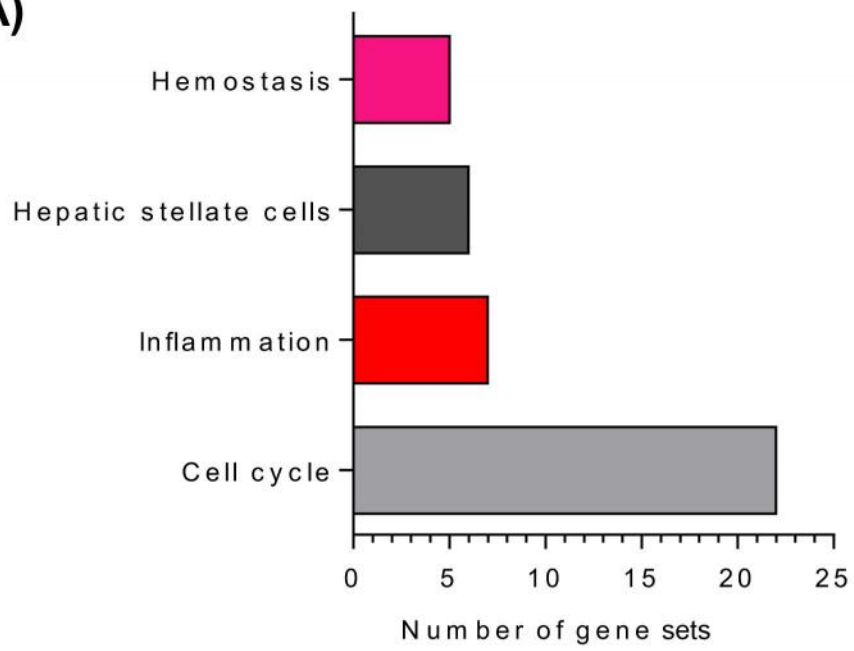

**B)**

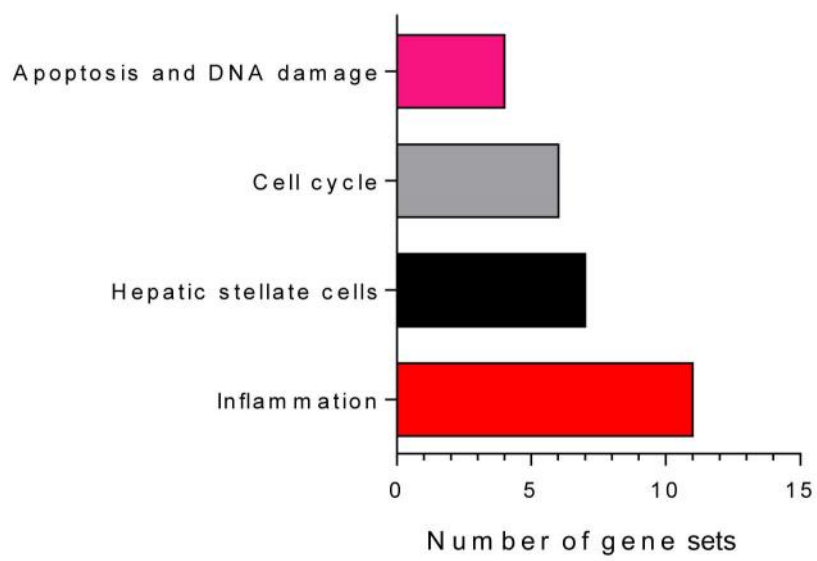

Supplementary Figure 8

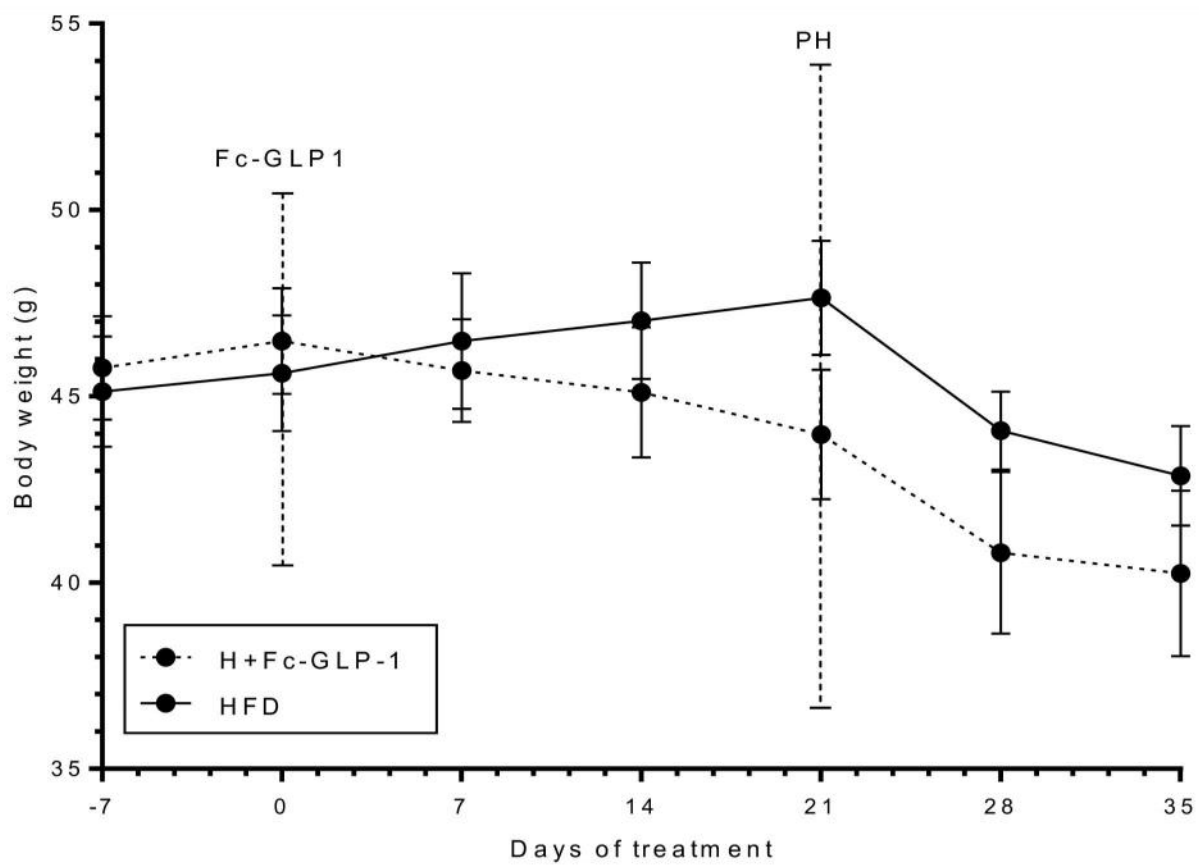

Supplementary Figure 9

KEGG ECM receptor interaction

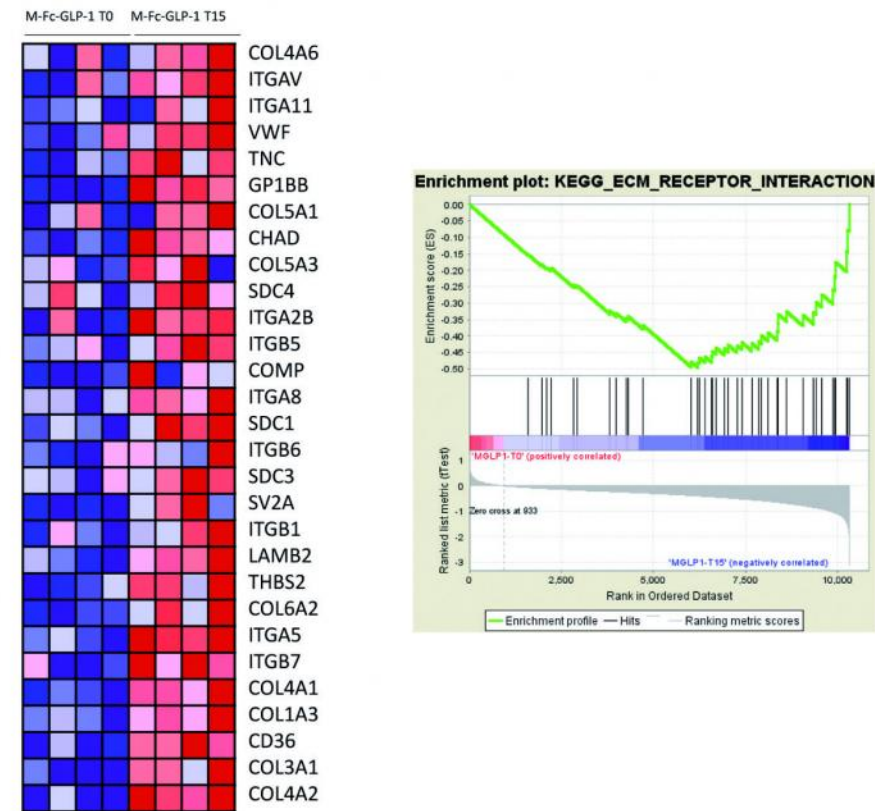

KEGG regulation of actin cytoskeleton

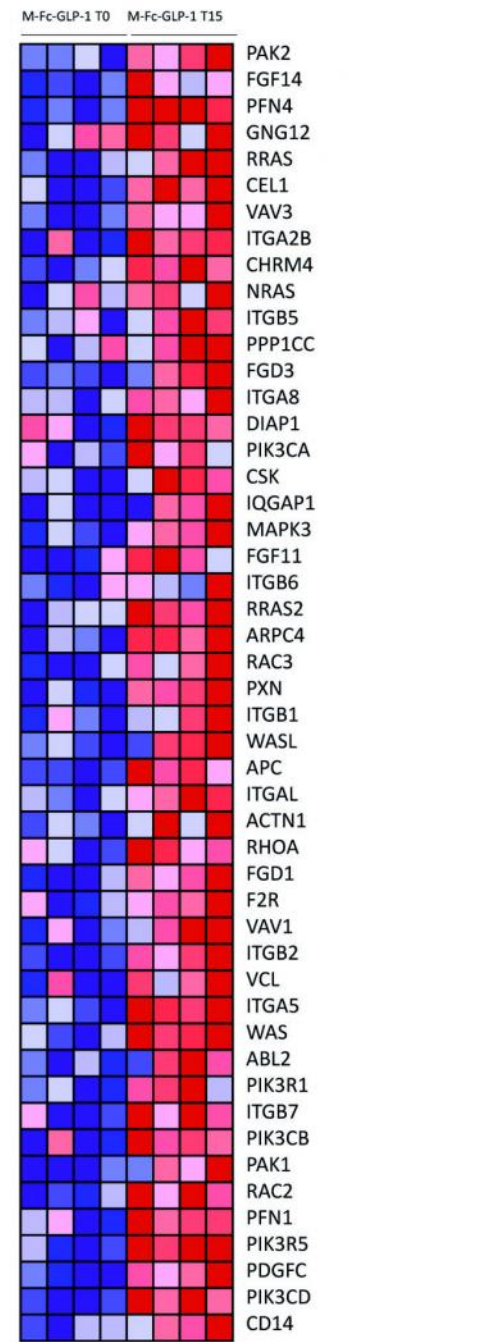

KEGG TGFβ signalling pathway

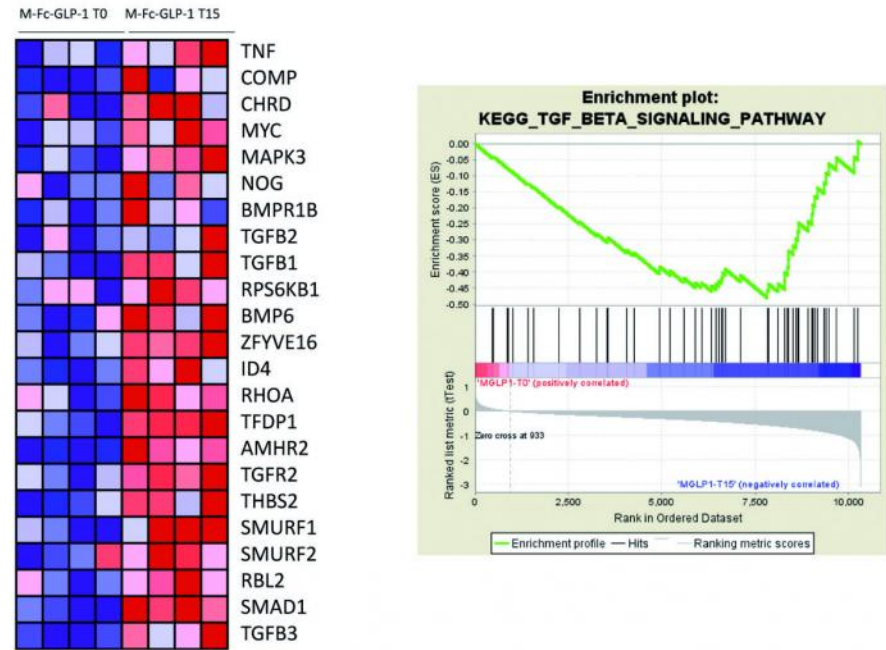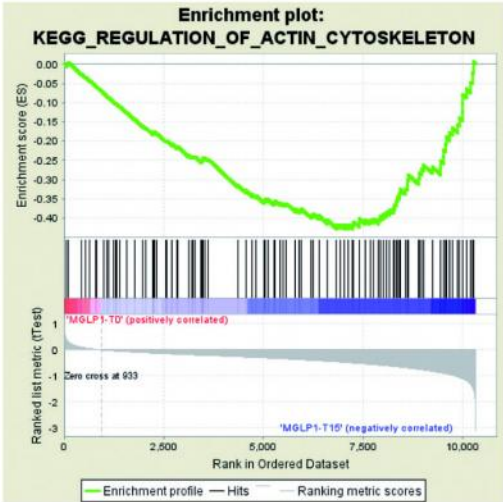

Supplementary Figure 10

KEGG Natural Killer cell mediated cytotoxicity

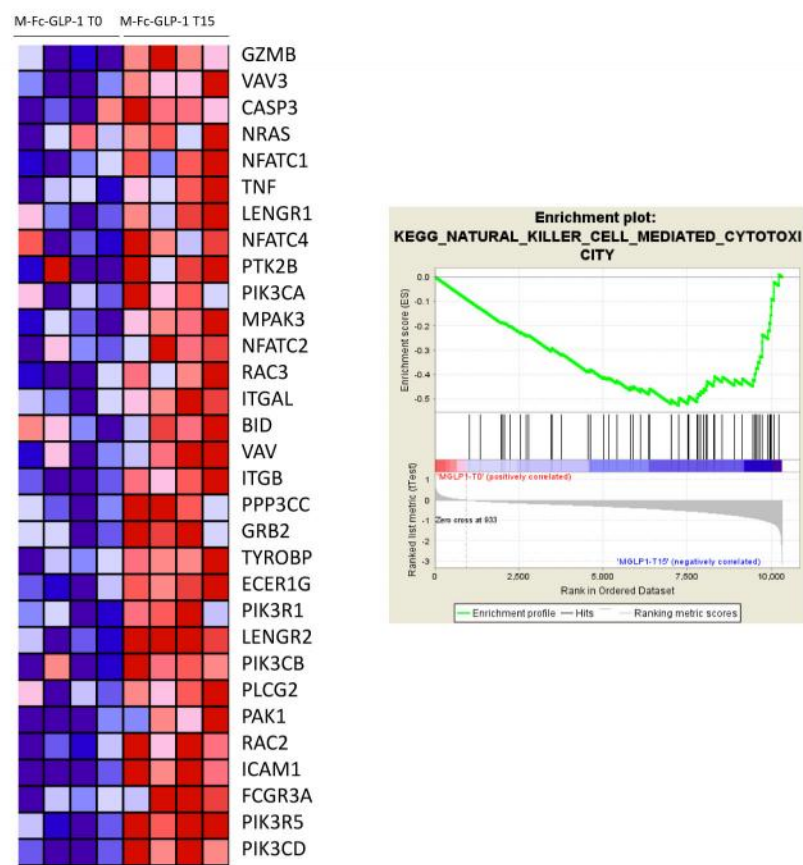

KEGG Cytokine cytokine receptor interaction

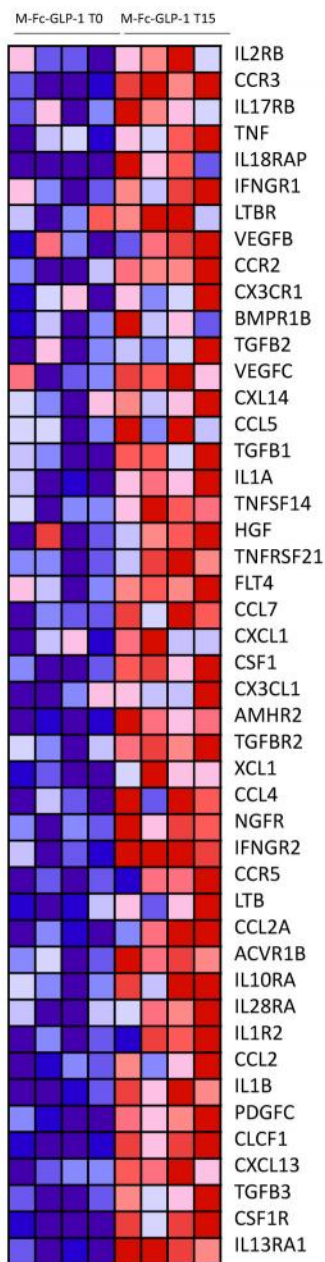

KEGG Leukocyte transendothelial migration

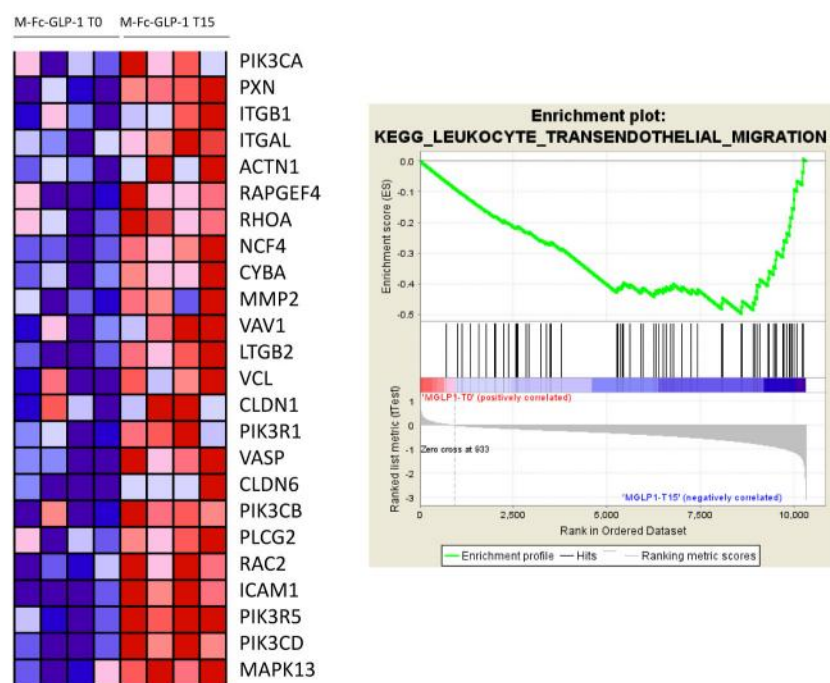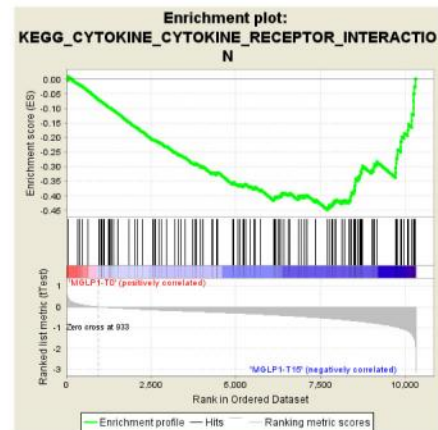

**Supplement:** Supplementary file 1 — Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

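Liver RNA was measured on 32 1-colour 60-mer oligonucleotide arrays of 62976 spots, 1 array per liver sample. There were 4 samples in each of 8 groups: C, C+Fc-GLP-1, MCD and M+Fc-GLP-1 before PH and 2 weeks after PH. The paper's legends describe the samples removed at surgery as from the same group of mice. The labels do not say whether samples before and after PH came from the same mice. The diets had been given for 3 weeks and Fc-GLP-1 for 2 weeks at PH, which removed 70% of the liver. The groups follow the labels of the arrays, except that the drug is named as in the paper. The authors deposited the intensity values of the scanner software for each array, which per the file headers had been background corrected and detrended within the array before they were deposited, in linear units, and a table of normalized log2 values. The paper states that limma was used for processing, normalization and differential expression and GSEA with KEGG and REACTOME collections for gene sets. The sorted normalized values were nearly the same for the 16 arrays before PH and for the 16 arrays after PH but differed between these sets, with 75th percentiles of 8.43 and 9.05, and each of the 32 columns correlated best with the scanner values of its own array. Normexp background correction with an offset of 50 followed by quantile normalization within each set came within 0.0567 of every normalized value before PH and 0.18 after PH.

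The main values were log2 of the processed signal minus the 75th percentile of the 59305 non-control spots of the array. Spots flagged by the software as outliers were left out, and 426 probes whose spots were all flagged on at least 1 array were dropped. Probes were named by their RefSeq accession where they have one (27656 of 55681 probes, 1711 of them named otherwise in the deposited values), and gene positions are those of RefSeq on GRCm38. A probe was kept when it was well above background on all 4 arrays of at least 1 group (28937 probes), and the brightest kept probe stood for each of 21073 genes. Where a gene's probe was well above background on no array of a group, its change is given as a bound against that group's background. Such a bound allows for the background alone, not for the spread between arrays or the processing. The change can therefore be smaller in other fits. Between 36.3% and 69.2% of probes per array were well above background, with a median of 51.9%, and the 75th percentile of intensity lay between 180.2 and 647.5. With 4 arrays per group, the number of arrays limits the precision.

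limma 3.58.1 in R 4.3.3 was fitted to all 8 groups at once, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The 12 comparisons were 10 between groups and 2 interactions. The spread was shared over the groups, and arrays were treated as separate mice. The 20 gene lists and the rule for naming genes were fixed before the data were examined, as were the main settings and all alternatives but a pair. The lists cover categories that the paper names, some of them from its own results on these arrays. Lists of at least 5 tested genes were tested with limma's camera at its preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. Genes were named if the paper names their hepatic mRNA (with Glp1r, 18 genes, of which Mmp9 was too dim to be tested) or if they were among the 3 largest changes in each direction, past the threshold and with groups that do not overlap, in the comparisons of MCD with C, C+Fc-GLP-1 with C and M+Fc-GLP-1 with MCD mice before PH, M+Fc-GLP-1 with MCD mice after PH and each treated group after with before PH. A gene that met this rule is not reported here.

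The alternatives were normexp with quantile normalization over all arrays, centring on the array's median, the authors' normalized values, no filter on dim probes, the mean over a gene's probes, a fit of only the groups compared, the replicate number as a block, fry and an estimated correlation for the lists, and each array left out in turn. A percentile over probes well above background on every array, and normexp on median signals with quantile normalization over all arrays, were chosen after seeing the data. Each count was also compared with other divisions of the same arrays, 35 for 8 arrays and 100 drawn for 16, the real one included, in fits of those arrays alone. The 100 groupings shuffled all groups of the 16 arrays at once, so that they test no interaction or overlap alone. The steps were tested on simulated data in which 200 of 21073 genes were changed and a list of other genes was shifted by 1 on the log2 scale. Of the changes of 1 on the log2 scale 24% and of those of 2 90% were recovered. There were 11 calls among unchanged genes, 0 in an unchanged comparison and 0 lists moved there. The simulated genes varied independently, so the 0 lists do not test false calls among genes that vary together. Other divisions of the real arrays moved up to 16 lists. Read counts do not exist for arrays, so no counting intervals are given. The qPCR, protein, metabolite and histology data of the paper, the HFD experiment and GSEA with the authors' collections were not analysed here.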

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

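The tests of the authors' separate normalization, of the spike-in controls, of sex-biased genes, growth hormone and clock genes and of shared MCD arrays were chosen after the results were seen, while those of other divisions of the arrays, of the slides of both treated groups and of the immune lists were not.

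Values of 7 different arrays lay far from the other 3 of their group. The 75th percentile of intensity of C+Fc-GLP-1 replicate 4 before PH was 185.0, against 211.6 for the nearest array. On the centred log2 scale Fgf21 of C+Fc-GLP-1 replicate 2 before PH was -0.77 (nearest 1.1), Tnf of C replicate 1 after PH -0.26 (nearest -3.83), Mmp2 of M+Fc-GLP-1 replicate 1 before PH -1.36 (nearest -2.50), Fap of MCD replicate 1 after PH -5.32 (nearest -3.20), Dpp4 of M+Fc-GLP-1 replicate 2 before PH 1.74 (nearest 3.25) and Gzmb of M+Fc-GLP-1 replicate 2 after PH -2.76 (nearest -3.73). These are 1 of 16 groups for the array measures, where chance gives 0.8, and 6 of 144 for the named genes, where chance gives 7.2, about 1 in 20 in each. Correlations between arrays of a group lay between 0.938 and 0.985, and no technical or biological explanation was tested for these arrays.

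The effect of Fc-GLP-1 before PH differed between the diets, with 1232 genes and 18 lists past the threshold in the interaction (without MCD replicate 1, 642 genes). In a fit of the 16 arrays alone the interaction had 1187 genes and 16 lists. At least as many genes came from 2 of 100 groupings, the real one included, with up to 1331 in another, and at least as many lists from 1 of 100. The groupings shuffled diet and treatment together, so that the effect of diet could enter their interactions. They do not test the interaction alone and do not exclude chance for it. The treatment lies between slides, but a slide effect alone would leave the immune lists with an interaction near 0. Their median interaction was -1.54 on the log2 scale, and relative to all genes each of the 6 lists lay between -2.78 and -0.48 over 8 processing settings, which argues against this. All 6 were called by fry, while none was with an estimated correlation (lowest adjusted p = 0.106). A slide effect that differs between diets stays open, as does a difference in signal, since the median share of probes well above background was 53.3% in MCD and 45.4% in M+Fc-GLP-1 mice. That Fc-GLP-1 lowers immune genes on the MCD diet and not on chow is a biological hypothesis that remains open beside these.

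The change over PH under Fc-GLP-1 differed between the diets in 19 genes and 3 lists. A fit of the 16 arrays alone had 5 genes and 3 lists. At least 5 genes came from 4 of 100 groupings, with up to 785 in another, and at least 3 lists came from 90 of 100. These groupings shuffled diet and time together, so that they do not test the interaction alone. Chance is thus not excluded for either count. The 19 genes of the fit of all groups were not tested in this way. Without C+Fc-GLP-1 replicate 2 after PH 5 genes passed and without M+Fc-GLP-1 replicate 4 after PH 40, and 1 list was left without C+Fc-GLP-1 replicate 2 before PH. The lists were the cell cycle, with a median of -2.97, NK cells and the proteasome. Both groups shared their slides before and after PH, which an additive slide effect cannot explain, and no other technical explanation was tested. Diet remains the biological one, which was not tested here. The cell cycle list showed the same split in untreated mice, with medians over PH of 1.99 in C and -1.11 in MCD mice. The untreated arrays after PH lay on separate slides for each diet and on another scanner, so that these medians do not settle the question.

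Untreated mice, whose change over PH the paper does not report from the arrays, had 3005 changed genes in C (1322 higher, 1683 lower) and 2016 in MCD mice (1234 higher, 782 lower). Without C replicate 1 after PH the former was 1553, and without MCD replicate 3 before PH the latter 1328. In fits of the 8 arrays alone, with 1171 and 2520 genes, as many came from 1 of 35 divisions in each, so that chance can be excluded for these counts. The authors' values gave 9713 genes (9491 higher) in C and 8694 (8627 higher) in MCD mice. The 10 spike-in probes, whose RNA should be the same on every array, were lower after PH by a log2 difference of -4.88 in C and -5.06 in MCD mice, and 0.15 higher between the slides of treated mice. The untreated arrays after PH were also read on another scanner, so that regeneration and the labelling run cannot be told apart for these genes. HSC activation genes had a median of 0.62 and extracellular matrix genes of 0.81 in C mice over PH, as against -0.28 and -0.21 in MCD mice, and the difference from treated mice was not tested for the same reason.

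Genes with sex-biased expression in the liver, which the paper does not discuss, changed with the MCD diet before PH. Outside the genes with the largest changes, 19 female-biased genes had a median log2 fold change of 1.83 (18 higher, 12 past the threshold) and 20 male-biased genes of -2.36 (19 lower, 13 past the threshold), with ranges of 1.58 to 2.19 and -2.41 to -1.94 over 8 processing settings. The C and MCD arrays lay on 1 slide before PH. The pattern was present after PH too, at 1.90 and -1.43, but there diet and slide cannot be told apart. Female mice in the MCD group are argued against by Xist, which was well above background on 0 of 32 arrays, while Ddx3y and Eif2s3y were on all 32. A lower share of hepatocytes would lower genes of both kinds, against the median of 1.83 for the female-biased ones. A candidate explanation is weaker growth hormone signalling on the MCD diet, for which 6 targets, none of them in the sex-biased lists, had a median of -1.02 (6 of 6 lower, 4 past the threshold). No other technical or biological explanation was tested.

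Clock genes, which the paper does not discuss, moved between C+Fc-GLP-1 and C mice before PH, with a median of -1.18 for 12 genes of the Dbp limb (11 lower, 2 past the threshold, -1.27 to -0.76 over 8 processing settings). The 3 tested genes of the Arntl limb had a median of 0.71 (3 higher, 1 past the threshold). A level shift shared by all genes between the slides is removed when each array is centred, so that this value decides nothing about it or about slide effects on single genes. A shift in clock phase between the groups, with the opposite movement of the limbs at 0.71 and -1.18, is consistent with these values and may reflect the hour of sampling or the treatment, neither of which was tested. The same genes of the Dbp limb had larger medians of the opposite sign in MCD against C mice. These were 1.57 before PH on 1 slide (10 higher, 6 of them past the threshold) and 1.97 after PH (12 higher, 8 past it). After PH these groups lay on different slides. Over PH in untreated C mice, also across slides, the median was -1.41 (12 lower, 6 past the threshold). Movement of these genes is thus not particular to Fc-GLP-1. Slide and treatment cannot be told apart for the comparison of C+Fc-GLP-1 with C mice.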

How the results depend on the processing

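The estimated correlation, fry and other settings were fixed in advance, and tests under the percentile over probes well above background on every array, and under normexp on median signals, were chosen after seeing the data.

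Of the named genes, 84 values were recomputed per setting. Direction and side of the threshold were kept by 70 with normexp and quantile normalization, 80 with median centring, 64 with the authors' values, 82 with no filter on dim probes, 82 with the mean over probes, 71 with only the arrays compared, 82 with the replicate number as a block, 81 with the percentile over probes well above background and 71 with normexp on medians. Of 704 fits with 1 array left out, 624 kept both, 66 were weaker, 2 stronger and 12 reversed. Median centring put the median of all genes at 0.27 in MCD against C, 0.28 in C+Fc-GLP-1 against C, -0.26 in M+Fc-GLP-1 against MCD and -0.53 in the interaction before PH; the authors' values put it at 0.49 in C+Fc-GLP-1 and 0.47 in M+Fc-GLP-1 mice after PH; leaving in dim probes put it at 0.39 in M+Fc-GLP-1 against MCD before PH.

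With normexp and quantile normalization, C+Fc-GLP-1 against C gave 2454 genes before PH (939 higher, 1515 lower) and 140 after (59 higher, 81 lower), M+Fc-GLP-1 against MCD 2548 before PH (1332 higher, 1216 lower), C+Fc-GLP-1 after against before PH 1296 (379 higher, 917 lower) and M+Fc-GLP-1 606 (271 higher, 335 lower). The interactions gave 522 genes before PH and 5 over time, 43 genes were higher in both treated groups, and 7 lists moved in MCD against C, 1 in C+Fc-GLP-1 against C and 1 in the interaction of diet and time. Over PH in C+Fc-GLP-1 mice Ifng was at -0.0674 and Dpp4 at 0.00222, Ly6g in M+Fc-GLP-1 mice was at 0.12 and the Tnf interaction of diet and time at 0.0271. All values of this Tnf interaction rest on baselines at the background in both groups and measure no change. Normexp on medians gave 2399, 153, 2527, 1262, 571, 479, 6 and 38 in the same order, 7, 1 and 1 lists, and -0.0571 for Ifng, 0.10 for Ly6g and 0.0245 for Tnf. Centring on the median gave 1031 genes in C+Fc-GLP-1 against C before PH (932 higher, 99 lower), 2865 in the interaction before PH (132 higher, 2733 lower), 12 in that over time, and 0.0202 for the Tnf interaction. The percentile over probes well above background on every array gave 14 genes higher in both treated groups and 0.0026 for Dpp4 in C+Fc-GLP-1 mice. For these settings the cause was not tested.

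The authors' values gave 2108 genes in C+Fc-GLP-1 against C before PH (832 higher, 1276 lower) and 193 after (74 higher, 119 lower), 337 in the interaction before PH and 9 over time, and 7 and 1 lists in MCD and in C+Fc-GLP-1 against C. Over PH they gave 8077 genes in C+Fc-GLP-1, 7222 in M+Fc-GLP-1, 9713 in C and 8694 in MCD mice, 4177 higher in both treated groups, and 5 and 2 lists in C+Fc-GLP-1 and M+Fc-GLP-1 mice. Dpp4 was at 0.54 in C+Fc-GLP-1 mice, Ifng at 0.0488 and Ly6g at 0.70 in M+Fc-GLP-1 mice, and the Tnf interaction at 0.0385. These counts over PH come from the separate normalization of the arrays before and after PH, since with the same steps over all arrays the share of genes higher after PH in M+Fc-GLP-1 mice was 49.3%, against 90.6%. Without the filter on dim probes, 34729 genes were tested, of which 6324 passed in M+Fc-GLP-1 against MCD before PH (5416 higher, 908 lower) and 810 after, 233 in C+Fc-GLP-1 against C after PH, 761 and 871 over PH in C+Fc-GLP-1 (151 higher, 610 lower) and M+Fc-GLP-1 mice (195 higher, 676 lower), 796 and 7 in the interactions and 14 in both treated groups, with 13 lists over PH in M+Fc-GLP-1 mice.

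Fits of only the arrays compared, which estimate the spread from fewer arrays, gave 37 and 117 genes in C+Fc-GLP-1 against C before and after PH, 867 in M+Fc-GLP-1 against MCD after PH, 52, 101 and 1171 over PH in C+Fc-GLP-1, M+Fc-GLP-1 and C mice, 5 in the interaction of diet and time and 3 in both treated groups. With an estimated correlation 0 lists were called by camera in each of the 8 comparisons with list counts, and 0 to 8 had an unadjusted p under the threshold. Under fry 0 lists were called in C+Fc-GLP-1 against C (5 unadjusted) and in M+Fc-GLP-1 over PH (4 unadjusted), 9 and 5 in M+Fc-GLP-1 against MCD before and after PH, 4 in C+Fc-GLP-1 over PH and 1 in the interaction of diet and time.

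With each array left out in turn, the number of genes ran from 4276 (without C replicate 1) to 5237 in MCD against C before PH, from 233 (without C replicate 1) to 527 in C+Fc-GLP-1 against C before PH, from 547 (without MCD replicate 1) to 1671 in M+Fc-GLP-1 against MCD before PH, from 1722 (without MCD replicate 2) to 3040 in MCD against C after PH, from 206 (without C+Fc-GLP-1 replicate 3) to 389 in C+Fc-GLP-1 against C after PH and from 736 (without MCD replicate 2) to 1374 in M+Fc-GLP-1 against MCD after PH. Over PH it ran from 21 (without C+Fc-GLP-1 replicate 1 after PH) to 149, from 155 (without M+Fc-GLP-1 replicate 2 after PH) to 402, from 1553 (without C replicate 1 after PH) to 3029 and from 1328 (without MCD replicate 3 before PH) to 1635 in C+Fc-GLP-1, M+Fc-GLP-1, C and MCD mice. The interactions ran from 642 (without MCD replicate 1) to 1430 and from 5 to 40 (without M+Fc-GLP-1 replicate 4 after PH), and the genes higher in both treated groups from 1 (without C+Fc-GLP-1 replicate 1 after PH) to 10. The lists ran from 10 to 14, 5 to 7 and 15 to 19 in MCD against C, C+Fc-GLP-1 against C and M+Fc-GLP-1 against MCD before PH, 8 to 10 in the last after PH, 5 (without C+Fc-GLP-1 replicate 1 after PH) to 11 and 4 (without M+Fc-GLP-1 replicate 4 after PH) to 10 over PH, and 16 to 19 and 1 to 4 in the interactions. In C+Fc-GLP-1 mice over PH the sign changed for Ccl2 (-0.50 to 0.85), Ifng (-0.0268 to 0.37), Gzmb (-0.33 to 0.61) and Dpp4 (-0.22 to 0.00425), in M+Fc-GLP-1 mice for Gzmb (-0.13 to 0.77) and Fap (-0.0558 to 0.74), and for the Tnf interaction of diet and time (-0.58 to 0.33). Signal over background limits Tnf, Ifng, Gzmb and Fap among these, which were well above background on fewer than 4 arrays of at least 1 group compared.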

Differences from the paper's values

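The tests reported here under normexp on medians were chosen after the result was seen.

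The paper's mRNA values are qPCR folds read by eye from bars, and the array values are folds of group means on the log2 scale of 4 other measurements per group. Of 45 folds 17 were counted as differing, and in 16 of these the array fold is the lower. The count does not follow the size of the gap alone. Il1b in M+Fc-GLP-1 against C mice, about 0.9 in the paper (Fig. 1d, read by eye) against 0.28, was not counted. Nor was Adgre1 over PH in C+Fc-GLP-1 mice, about 1.0 in the paper (Fig. 6d, read by eye) against 2.68. The 17 include Tnf and Ifng, which lay near the background. Before PH, Fgf21 in C+Fc-GLP-1 against C mice is about 4 in the paper (Fig. 1b, read by eye) and 1.61 on the arrays, and differs under each of the 7 alternatives set before the data were examined. In MCD against C mice, Il1b is about 3.3 in the paper (Fig. 1d, read by eye) against 1.82, within the paper's value only with median centring, and Tnf is about 7.2 in the paper (Fig. 1d, read by eye) against 3.26, under all 7 alternatives, with the array value within the paper's only without C replicate 2. The Tnf probe was well above background on 1 of 4 C arrays, so that its array fold is limited by the background and is not a measured disagreement. Ccl2 is about 0.9 in the paper in C+Fc-GLP-1 against C mice (Fig. 1d, read by eye) against 5.06 on the arrays, and about 4.3 in M+Fc-GLP-1 against C mice (Fig. 1d, read by eye) against 1.35, each differing under all 7 alternatives.

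After against before PH, Adgre1 in M+Fc-GLP-1 mice is about 4.3 in the paper (Fig. 6d, read by eye) against 1.46 on the arrays, and differs under all 7 alternatives. Ifng in C+Fc-GLP-1 mice is about 1.8 in the paper (Fig. 6d, read by eye) against 1.12, within the paper's with the authors' values and without C+Fc-GLP-1 replicate 1 before PH and not under the other 6 alternatives. It lay near the background as well, above it on 3 of 4 arrays before PH. Prf1 is about 2.7 in the paper in both groups (Fig. 6d, read by eye) against 1.28 in C+Fc-GLP-1 and 1.25 in M+Fc-GLP-1 mice, and Ly6g about 10 and about 5.8 in the paper (Fig. 6d, read by eye) against 1.33 and 0.796, all differing under all 7 alternatives. Tgfb1 is about 2.4 in the paper in C+Fc-GLP-1 mice (Fig. 6f, read by eye) against 1.22, within the paper's only with the authors' values, and about 4.2 in M+Fc-GLP-1 mice (Fig. 6f, read by eye) against 1.65, under all 7 alternatives. Dpp4 is about 1.7 in the paper in C+Fc-GLP-1 mice (Fig. 6f, read by eye) against 0.931, within the paper's only with the authors' values, and about 2.6 in M+Fc-GLP-1 mice (Fig. 6f, read by eye) against 0.728, under all 7 alternatives. Fap is about 2.6 in the paper in C+Fc-GLP-1 mice (Fig. 6f, read by eye) against 1.42, under all 7 alternatives, and about 2.1 in M+Fc-GLP-1 mice (Fig. 6f, read by eye) against 1.29, within the paper's with median centring, with the authors' values and in 6 of 8 fits with 1 array left out. The axis of Fig. 6f names C mice as its reference, while its legend names the samples removed in the hepatectomy, which was taken as the reference here. The share of genes higher before than after PH in M+Fc-GLP-1 mice is about 9.1% in the paper (Supplementary Fig. 10, read by eye) and 51.0% on the arrays, within the paper's under 1 of 5 alternatives, the authors' values, at 9.41%.

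The paper lists cell cycle gene sets among those up after PH in both treated groups (Supplementary Table 5), whereas the cell cycle list had a median log2 fold change of -0.78 in M+Fc-GLP-1 mice. With the authors' values this median was 0.0975, where the median of all genes was 0.47. It states that purine metabolism and hemostasis gene sets were lower in M+Fc-GLP-1 than in MCD mice, whereas the purine list had a median of -0.14 (adjusted p = 0.253) and coagulation and complement 0.28 (adjusted p = 0.145), with the platelet list lower. It states that Ly6g and Dpp4 rose after PH in M+Fc-GLP-1 mice, whereas they fell by 0.33 and fell by 0.46 on the log2 scale; Ly6g rose with normexp and quantile normalization (0.12), with normexp on medians (0.10) and with the authors' values (0.70). It states that Dpp4 rose in C+Fc-GLP-1 mice, whereas it fell by 0.10, with a rise of 0.54 under the authors' values. It shows TGFβ signalling as up after PH in M+Fc-GLP-1 mice, whereas that list was not called, with a median of 0.07 (adjusted p = 0.591) (Supplementary Fig. 10). It shows natural killer cell cytotoxicity as raised there too, whereas NK and cytotoxic T cell genes had a median of -0.16 (adjusted p = 0.801).

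Of the genes the paper calls raised after PH and limma does not at its threshold, the authors' values call Prf1, Ly6g, Col1a1 and Fap in C+Fc-GLP-1 mice and Prf1, Acta2, Col1a1, Tgfb1 and Mmp2 in M+Fc-GLP-1 mice. Normexp with quantile normalization calls Col1a1 in C+Fc-GLP-1 mice, as does normexp on medians, chosen after seeing the values. Before PH, Tnf in MCD against C mice is called with median centring, with only the arrays compared and with the replicate number as a block, Il1b is called with only the arrays compared, and the falls of Adgre1, with median centring and the mean over probes, and of Ccl2 and Col1a1, with only the arrays compared, are called in M+Fc-GLP-1 against MCD mice.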

Other observations

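The tests of the authors' separate normalization and of the MCD arrays shared by comparisons were chosen after the result was seen, and those of other divisions of the arrays and of the slides of the treated groups were not.

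In fits of the 8 arrays compared alone, as many changed genes as in the real groups came from 1 of 35 divisions, the real one, in each of the comparisons of MCD with C, C+Fc-GLP-1 with C and M+Fc-GLP-1 with MCD mice before and after PH and of C+Fc-GLP-1 and M+Fc-GLP-1 mice after with before PH, so that chance can be excluded for these counts. For the lists called in these fits, as many came from 1 of 35 in C+Fc-GLP-1 against C and in M+Fc-GLP-1 against MCD mice before PH, where chance can be excluded, and from 5 of 35 in MCD against C before PH, 16 of 35 in M+Fc-GLP-1 against MCD after PH, 11 of 35 over PH in C+Fc-GLP-1 and 9 of 35 in M+Fc-GLP-1 mice, where it cannot.

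Genes higher after PH in both treated groups numbered 9 in the fit of all groups (without C+Fc-GLP-1 replicate 1 after PH, 1) and 3 in a fit of the 16 arrays alone. At least 3 came from 1 of 100 groupings, the real one, and every other gave 0. The groupings shuffled all 16 arrays and so broke up the change over PH within each group. They therefore do not test whether the overlap exceeds chance, and the count of 9 was not tested in this way. Both comparisons share the same pair of slides. A difference between these slides would leave the genes as often higher as lower in untreated mice, on other slides, and 83.3% of the values of the 9 genes were higher after PH there (9 of 9 in C and 6 of 9 in MCD mice, against 45.2% and 45.5% of all genes), which argues against slides as the whole cause. The genes were Col3a1, Cyp3a41b, Fpr3, Marco, Pdpn, Postn, Spink1, Tspan6 and an unnamed transcript. Regeneration stays open as a biological hypothesis, beside effects shared by all samples after PH.

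The share of genes higher after PH in M+Fc-GLP-1 mice was 90.6% in the authors' values. A candidate explanation is their normalization of the arrays before and after PH as separate sets. The same steps within each set gave 84.3%, and over all arrays together 49.3%, close to the 49.0% of the main values.

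Of the genes higher in MCD than in C mice, 82.3% moved back with Fc-GLP-1. The MCD arrays shared by the comparisons could produce part of this, as simulated mice unchanged by Fc-GLP-1 moved back in 61.9% of such genes on average and 78.8% at most. With different MCD arrays in the comparisons at least 72.6% still moved back, which argues against shared arrays as the whole cause. A reversal of the diet's effect by Fc-GLP-1 stays open as a hypothesis, since the treated mice lie on another slide.

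For the genes that the paper measured by qPCR alone, Fgf21 was higher in MCD than in C mice by a log2 fold change of 4.61 before PH (adjusted p = 8.17e-07) and 7.09 after PH (adjusted p = 5.98e-10). The C and MCD arrays shared a slide before PH and lay on different slides after it. In M+Fc-GLP-1 against MCD mice Fgf21 changed by -0.71 (adjusted p = 0.451) before PH and -0.89 (adjusted p = 0.339) after PH. Col1a1 was higher in MCD than in C mice before PH by 1.69 (adjusted p = 0.0447), a call lost in 6 of 8 fits with 1 array left out (without C replicate 1, 1.47, adjusted p = 0.125, in a range from 0.00387). Over PH in untreated C mice Adgre1 rose by 2.27 (adjusted p = 0.0115), Col1a1 by 2.77 (adjusted p = 0.00393) and Il1b by 1.53 (adjusted p = 0.0323). In untreated MCD mice Adgre1 changed by 1.07 (adjusted p = 0.273), Col1a1 by -0.47 (adjusted p = 0.7) and Il1b by -0.00242 (adjusted p = 0.998). The untreated arrays after PH came from another scanner and spike-in profile, so that time and hybridization cannot be told apart for them. Over the 18 named genes, 0 of the 17 tested passed the limma threshold in C+Fc-GLP-1 against C mice before PH (3 at an unadjusted p under it) and 0 after PH (3 unadjusted). Platelet genes were higher in C+Fc-GLP-1 than in C mice before PH, with a median of 0.48 (adjusted p = 0.0094), as were interferon response genes, at 0.60 (adjusted p = 8.29e-06), and macrophages, at 0.78 (adjusted p = 0.000266), none of them called by fry. Within MCD against C mice before PH, cell cycle genes had a median of 2.59 (adjusted p = 9.22e-16) and coagulation genes of -0.49 (adjusted p = 1.5e-05).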
